# Transcriptomically-Guided Pharmacological Experiments in Neocortical and Hippocampal NPY-Positive GABAergic Interneurons

**DOI:** 10.1523/ENEURO.0005-22.2022

**Published:** 2022-04-25

**Authors:** Sanne Beerens, Jochen Winterer, David Lukacsovich, Csaba Földy, Christian Wozny

**Keywords:** 5HT2a, GABAergic interneuron, neurogliaform cells, NPY, PatchSeq, Shisa9

## Abstract

Cortical GABAergic interneurons have been shown to fulfil important roles by inhibiting excitatory principal neurons. Recent transcriptomic studies have confirmed seminal discoveries that used anatomic and electrophysiological methods highlighting the existence of multiple different classes of GABAergic interneurons. Although some of these studies have emphasized that inter-regional differences may exist for a given class, the extent of such differences remains unknown. To address this problem, we used single-cell Patch-RNAseq to characterize neuropeptide Y (NPY)-positive GABAergic interneurons in superficial layers of the primary auditory cortex (AC) and in distal layers of area CA3 in mice. We found that more than 300 genes are differentially expressed in NPY-positive neurons between these two brain regions. For example, the AMPA receptor (AMPAR) auxiliary subunit Shisa9/CKAMP44 and the 5HT2a receptor (5HT2aR) are significantly higher expressed in auditory NPY-positive neurons. These findings guided us to perform pharmacological experiments that revealed a role for 5HT2aRs in auditory NPY-positive neurons. Specifically, although the application of 5HT led to a depolarization of both auditory and CA3 NPY-positive neurons, the 5HT2aR antagonist ketanserin only reversed membrane potential changes in auditory NPY-positive neurons. Our study demonstrates the potential of single-cell transcriptomic studies in guiding directed pharmacological experiments.

## Significance Statement

Using single-cell Patch-RNAseq, we characterized neuropeptide Y (NPY)-positive GABAergic interneurons in superficial layers of the primary auditory cortex (AC) and in dendritic layers of CA3. A few hundred genes were found to be differentially expressed in NPY-positive neurons between these two brain regions, including AMPA receptor (AMPAR) auxiliary subunit Shisa9/CKAMP44 and the 5HT2a receptor (5HT2aR). These findings guided us to perform pharmacological experiments that revealed a role for 5HT2aRs in superficial auditory NPY-positive neurons.

## Introduction

For decades, neurons were mainly characterized by their anatomic and electrophysiological properties, and marker expression (for review, see Klausberger and Somogyi, 2008; DeFelipe et al., 2013; Tremblay et al., 2016; Yuste et al., 2020). The identification of molecular markers in combination with sophisticated genetic tools such as the Cre-lox system has facilitated studies aimed at a detailed functional characterization of classes and subclasses of neurons (Tsien, 2016). More recently, single-cell sequencing techniques have enabled high-throughput studies that, for the first time, characterized the expression of thousands of genes in single cells (Zeisel et al., 2015; Tasic et al., 2016, 2018). Further, a combination of transcriptomic sequencing and brain slice single-cell electrophysiology known as Patch-RNAseq has been used to get a more refined picture of gene expression pattern and regional specificity (Cadwell et al., 2016; Földy et al., 2016; Fuzik et al., 2016).

One particular class of GABAergic interneurons has received our close attention: the neuropeptide Y (NPY)-expressing neurogliaform cells (Wozny and Williams, 2011; Webster et al., 2021). These cells have mainly been described in area CA1 (Price et al., 2005) and the somatosensory cortex (Tamás et al., 2003), but their existence in other brain regions remains unclear (Weiss and Veh, 2011; Webster et al., 2021). At least in the hippocampal area CA1, a closely related type of GABAergic neuron, called Ivy cells, has been identified (Fuentealba et al., 2008). Both neuroglia and Ivy cells express NPY but are considered two separate classes based on their anatomic position. Neurogliaform cells are mostly located in the vicinity of pyramidal dendrites in stratum lacunosum moleculare (SLM), whereas Ivy cells reside in the pyramidal cell layer of CA1 (Fuentealba et al., 2008; Capogna, 2011; Armstrong et al., 2012). Further, still in CA1, two different types of neurogliaform cells were identified based on whether or not they expressed neuronal nitric oxide synthase (nNOS; Tricoire et al., 2010). These two types are presumed to originate from different neurogenic origins: nNOS-expressing cells from the medial ganglionic eminence (MGE) and nNOS-negative cells from the caudal ganglionic eminence (CGE; Tricoire et al., 2010). In the neocortex, neurogliaform cells have been most thoroughly characterized in superficial layers of motor, visual and sensory areas (Kalinichenko et al., 2006; Chittajallu et al., 2013, 2020; Ibrahim et al., 2021).

Here, we aimed to use a comprehensive transcript-pharmacological approach to investigate NPY-expressing interneurons in the neocortical auditory and allocortical hippocampal CA3 region. These two regions are known to comprise of neurogliaform cells, but not much is known about their transcriptomic composition (e.g., whether or not they express neuroglia-associated markers, nNOS or neuron-derived neurotrophic factor (NDNF; Tasic et al., 2016), developmental origin (MGE or CGE), and pharmaco-physiological function. At least in the superficial layer of auditory cortex (AC), the importance of presumed neurogliaform cells in fear conditioning has been demonstrated (Letzkus et al., 2011), and also that these cells expressed NDNF (Abs et al., 2018). However, their transcriptomic composition has not been analyzed in detail (Kalish et al., 2020).

Using Patch-RNAseq on cells sampled from NPY-EGFP transgenic mice, we show differential expression of >300 genes between CA3 and auditory cortical NPY-positive cells. These included differential expression of neurodevelopmental markers, which suggested that auditory and CA3 NPY-expressing cells originated from CGE and MGE, respectively. Further, based on the transcriptomic insights, we investigated the role of a specific subtype of 5HT receptors (5HTRs) in pharmacological experiments, which revealed a role for 5HT2aRs in auditory cortical, but not in hippocampal NPY-positive interneurons.

In summary, our experiments highlight the benefit of performing targeted cell-specific and region-specific sequencing to guide pharmacological experiments.

## Materials and Methods

### Animals

The single-cell RNA sequencing experiments were conducted in Zurich, Switzerland. All animal protocols were approved by the Veterinary Office of Zürich Kanton. The University of Zurich animal facilities comply with all appropriate standards.

The pharmacological experiments were performed in Glasgow, United Kingdom. All procedures were conducted in accordance with the relevant United Kingdom legislation [the Animals (Scientific Procedures) Act, 1986]. Both in Zurich and in Glasgow, male and female mice from the NPY-hrGFP strain were used (van den Pol et al., 2009).

### Single-cell RNA sequencing

Samples were collected and processed as described previously (Földy et al., 2016; Lukacsovich et al., 2019; Winterer et al., 2019). In short, after sequencing, raw reads were de-multiplexed and preprocessed using Trimmomatic and Flexbar. Raw sequencing reads were aligned to the Ensembl GRCm38 reference transcriptome (version 2015-06-25), using STAR aligner with the following parameters: trimLeft = 10, minTailQuality = 15, minAverageQuality = 20, minReadLength = 30, “single-end/paired-end,” and “sense/antisense/both” options. Gene counts were calculated using HTSeq. For convenience, Ensembl gene IDs were converted to gene symbols using the mouse GRCm38 version 86 GTF file as a reference. In a few cases where different Ensembl gene IDs identified the same gene symbol, average gene counts were used.

For both quality control and normalization, we used scran (Lun et al., 2016). For each cell, we calculated the log of the number of unique genes that were detected, and removed cells with a value of at least 3.5 median absolute deviations (MAD) less than the median. For normalization, we used computeSumFactors with sizes of 10 and 20. Cells that had negative or zero size were removed. For further analysis and plotting, gene counts were converted into log2 space with a pseudo-count of 1.

### Electrophysiology and pharmacology

Brains were sliced in the horizontal plane for hippocampal recordings or the coronal plane for neocortical recordings as previously described (Winterer et al., 2019; Beerens et al., 2021). NPY cells were recorded from superficial layers [layer 1 (L1)-L2] of the AC and SLM of the CA3 in ACSF using standard potassium gluconate solutions [for the sequencing experiments: ACSF: 126 mm NaCl, 2.5 mm KCl, 10 mm glucose, 1.25 mm NaH_2_PO_4_, 2 mm MgCl_2_, 2 mm CaCl_2_, and 26 mm NaHCO_3_; intracellular solution: 95 mm potassium gluconate, 50 mm KCl, 10 mm HEPES, 4 mm Mg-ATP, 0.5 mm Na-GTP, and 10 mm phosphocreatine; pH 7.2, KOH-adjusted, 300 mOsm (Winterer et al., 2019), and for the pharmacological experiments: ACSF: 115 mm NaCl, 25 mm NaHCO_3_, 3 mm KCl, 1.25 mm NaH_2_PO_4_, 2 mm CaCl_2_, 1 mm MgCl_2_, 3 mm sodium pyruvate, and 10 mm glucose; intracellular solution 125 mm potassium gluconate, 10 mm HEPES, 6 mm KCl, 0.2 mm EGTA, 2 mm MgCl_2_, 2 mm Na-ATP, 0.5 mm Na-GTP, and 5 mm sodium phosphocreatine (Beerens et al., 2021)].

The following drugs were used: TCB-2, ketanserin tartrate, and serotonin hydrochloride (all Tocris).

To assess the responses to pharmacology a continuous current-voltage (IV) protocol was applied (range −200–350 pA; step size 50 pA). Current injections lasted 1 s with 9 s in between current injection steps. The total duration of recording was 30 min with 30 μm 5HT and 10 μm ketanserin being added to the perfusion system 2 and 12 min after start of the recording, respectively.

For TCB-2 recordings, baseline spontaneous activity was recorded for 2 min before 10 μm TCB-2 was added to the perfusion system and spontaneous activity was recorded for another 10 min. The IV protocol (range −100–300 pA; step size 25 pA) was recorded both before and 10 min after application of the drug to see its effect on resting membrane potential (RMP), input resistance (Rin), and spiking frequency. Spontaneous activity was always recorded at RMP with 0 pA injected and IV protocols were recorded with a current injection to reach a RMP of −70 mV to keep IV conditions the same throughout the recording.

L6 PFC pyramidal neurons were also recorded to test TCB-2 activity as previously shown (Tian et al., 2016). The same protocol was used as for AC NPY-positive neurons except for a TCB-2 concentration of 5 μm.

### Data analysis and statistics

The pharmacology experiments were analyzed using AxographX. RMP, Rin, and firing frequency were extracted from the recordings. The effect of TCB-2 on the RMP was determined by taking the average RMP of the IV recording at baseline or 10 min after drug application. The Rin was calculated by the reduction in membrane potential in response to a −100-pA injection. The number of spikes per current injection was counted to calculate the spiking frequency for every 25-pA step of positive current injection to create a frequency-current-curve (fI-curve).

Regarding the 5HT and ketanserin experiments, the RMP was determined for every trace within the 100 ms preceding the current injection, resulting in an RMP value for every 10 s of the recording. The first 4 min of the recording were used as a baseline. The effect of 5HT on the RMP was determined by averaging the RMP values of 1 min surrounding the peak of the 5HT effect. The peak was defined as where the RMP was the highest, which was typically around 14 min into the recording. The RMP after ketanserin application was determined by taking the average of the RMP values from the last minute of the recording. The relative effects of 5HT and ketanserin on RMP were calculated by taking the average RMP values after application and subtracting the average RMP baseline values for each cell.

Statistical analysis was performed and graphs were generated in GraphPad Prism. Statistical tests used were *t* test and two-way ANOVA followed by Bonferroni multiple comparison test. The threshold for statistical significance was set at *p* < 0.05. The following indications of statistical significance are used: *p < 0.05, **p < 0.01, ***p < 0.001.

### Data availability

Raw data are freely available under NCBI GEO #GSE193293.

## Results

### NPY-positive neurons in AC and CA3: electrophysiological properties

We first recorded the electrical properties of NPY-positive neurons in L1 and L2 of the neocortical AC and in allocortical SLM at the boarder to stratum radiatum (SR) of area CA3 (Fig. 1*A*) in current-clamp using a 1.5-s current injection with increasing amplitude (range −200–350 pA; Fig. 1*C*) to confirm the typical late-spiking phenotype of neurogliaform cells (Overstreet-Wadiche and McBain, 2015). Then, the cytosol of NPY-positive neurons was aspirated via the glass pipette and a cDNA preparation was performed using established protocols (Földy et al., 2016; Lukacsovich et al., 2019; Winterer et al., 2019). 

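Each library came from the cytosol of 1 neuron, drawn into the patch pipette after recording, so each sample is 1 cell. In the NPY-hrGFP strain a green fluorescent protein marks the cells that express neuropeptide Y. The authors deposited 1 table with the number of reads counted on each of 22800 gene symbols in 47 cells, without normalization. By their labels 20 of these cells were NPY-positive neurons of AC and 21 were NPY-positive neurons of CA3. The remaining columns were 3 NPY-positive cells of CA1, 2 of the dentate gyrus and 1 NPY-negative cell of CA3, which the paper does not report on. The labels give an age of 3 to 8 weeks and name no mouse for any cell. A total of 8 mice is given for the whole set. For this reason the cells of a region are taken as 1 sample, no test between the regions was made, and SDs over cells describe the spread of cells only. The plane of the slices, coronal for AC and horizontal for CA3, goes with the region, and the labels do not tell how the mice were divided between the regions. According to the paper, reads were trimmed with Trimmomatic and Flexbar, aligned with STAR to GRCm38 and counted per gene with HTSeq. Ensembl identifiers were then turned into gene symbols, and the counts of identifiers with the same symbol were averaged. All values in the table were whole numbers. From there, counts were divided by scran size factors computed from pools of 10 and 20 cells, as in the paper, and set on a scale of log2(normalized count + 1). Reads summed over the cells of a region are given as CPM, the reads on a gene per 1000000 reads on all genes. Reads of single cells come from amplified cDNA and are not independent molecules, so all intervals given for reads or for shares of cells cover counting error only.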

In total 30 neurons, 10 from AC and 20 from CA3, passed our quality control criteria (see Materials and Methods).

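The stated filter on the number of detected genes was applied to the deposited counts over all 47 cells, with the MAD scaled to the SD of a normal distribution. It set the lowest number of genes allowed at 844 and left 19 of the 20 AC columns and 20 of the 21 CA3 columns. With the median and MAD taken within each region, 20 AC columns and 20 CA3 columns were left. To find the cells that the paper used, the colours drawn per cell in the heat maps of Figs. 1G, 1H and 2 were read and set against each of the 47 columns over 86 genes. A cell was taken as found where the rank correlation with its best column was above 0.95 and more than 90% of the genes were either at the bottom of the colour key with at most 2 reads or above it with more. All 10 AC cells were found, with rank correlations from 0.971 to 1.00. The columns N4 and N4X of AC were the best and second best for the same AC cell, and N4, the better one, was taken. In CA3, 13 of the 20 cells were found, with rank correlations from 0.994 to 0.999, and the other 7 reached at most 0.863 with any column. Values are therefore given first for these 10 AC and 13 CA3 cells, a choice made once the match was known, and then for all labelled cells. The counts of N4 and N4X correlated at r = 0.997, against at most 0.732 in the other 403 pairs of the same region. Their chi-square per degree of freedom was 2.24, against at least 44.1 in those pairs, so they were counted as 1 cell and averaged among all labelled cells. In the 10 AC cells 1715012 to 6265431 reads were counted on genes per cell, with a median of 3271802. The 13 CA3 cells had 2229519 to 7949918 reads, with a median of 3595383. Among all 19 labelled AC cells the totals ran from 40934 to 6265431 with a median of 3121423, and among all 21 CA3 cells from 111958 to 7949918 with a median of 2500481. The AC columns matched to no cell of the heat maps were N10 with 2367 detected genes, N45 with 6209, N47 with 1719, N48 with 1814, N49 with 738, N50 with 1575, N51 with 1565, N52 with 982 and N9 with 866. In CA3 these were N13 with 3195, N14 with 2885, N15 with 5056, N17 with 633, N18 with 3594, N22 with 3487, N23 with 3859 and N36 with 1753. The paper gives no reason for leaving out cells besides its filter and size factors at or below 0.

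**Figure D1:**
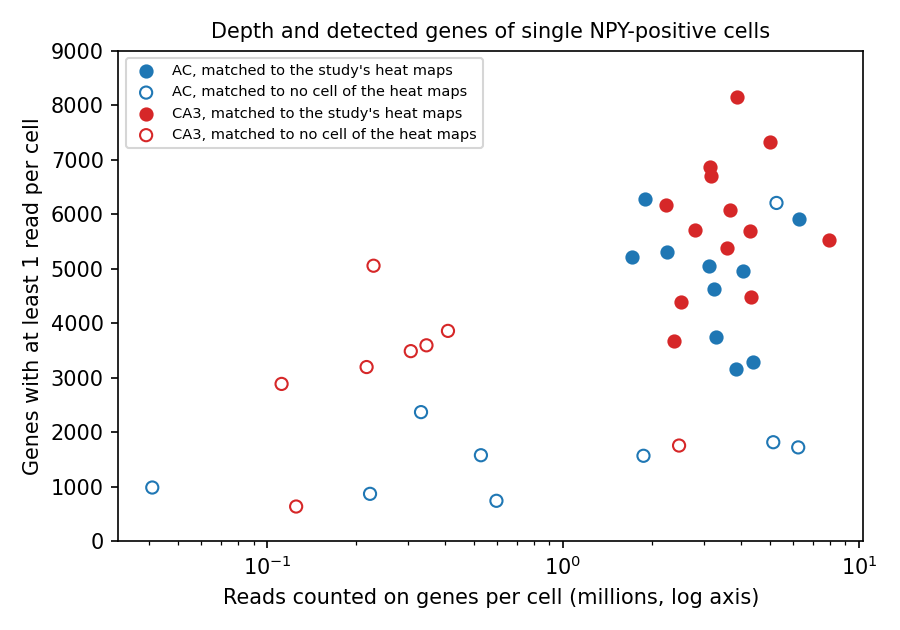
Number of genes with at least 1 read in each NPY-positive cell (vertical axis) against the reads counted on genes in that cell (horizontal axis, log scale), for AC in blue and CA3 in red, with N4X left out. Filled circles are the 10 AC and 13 CA3 cells matched to the heat maps, which all lie above 1715000 reads, and open circles are the 9 AC and 8 CA3 cells matched to none.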

**Figure 1.**
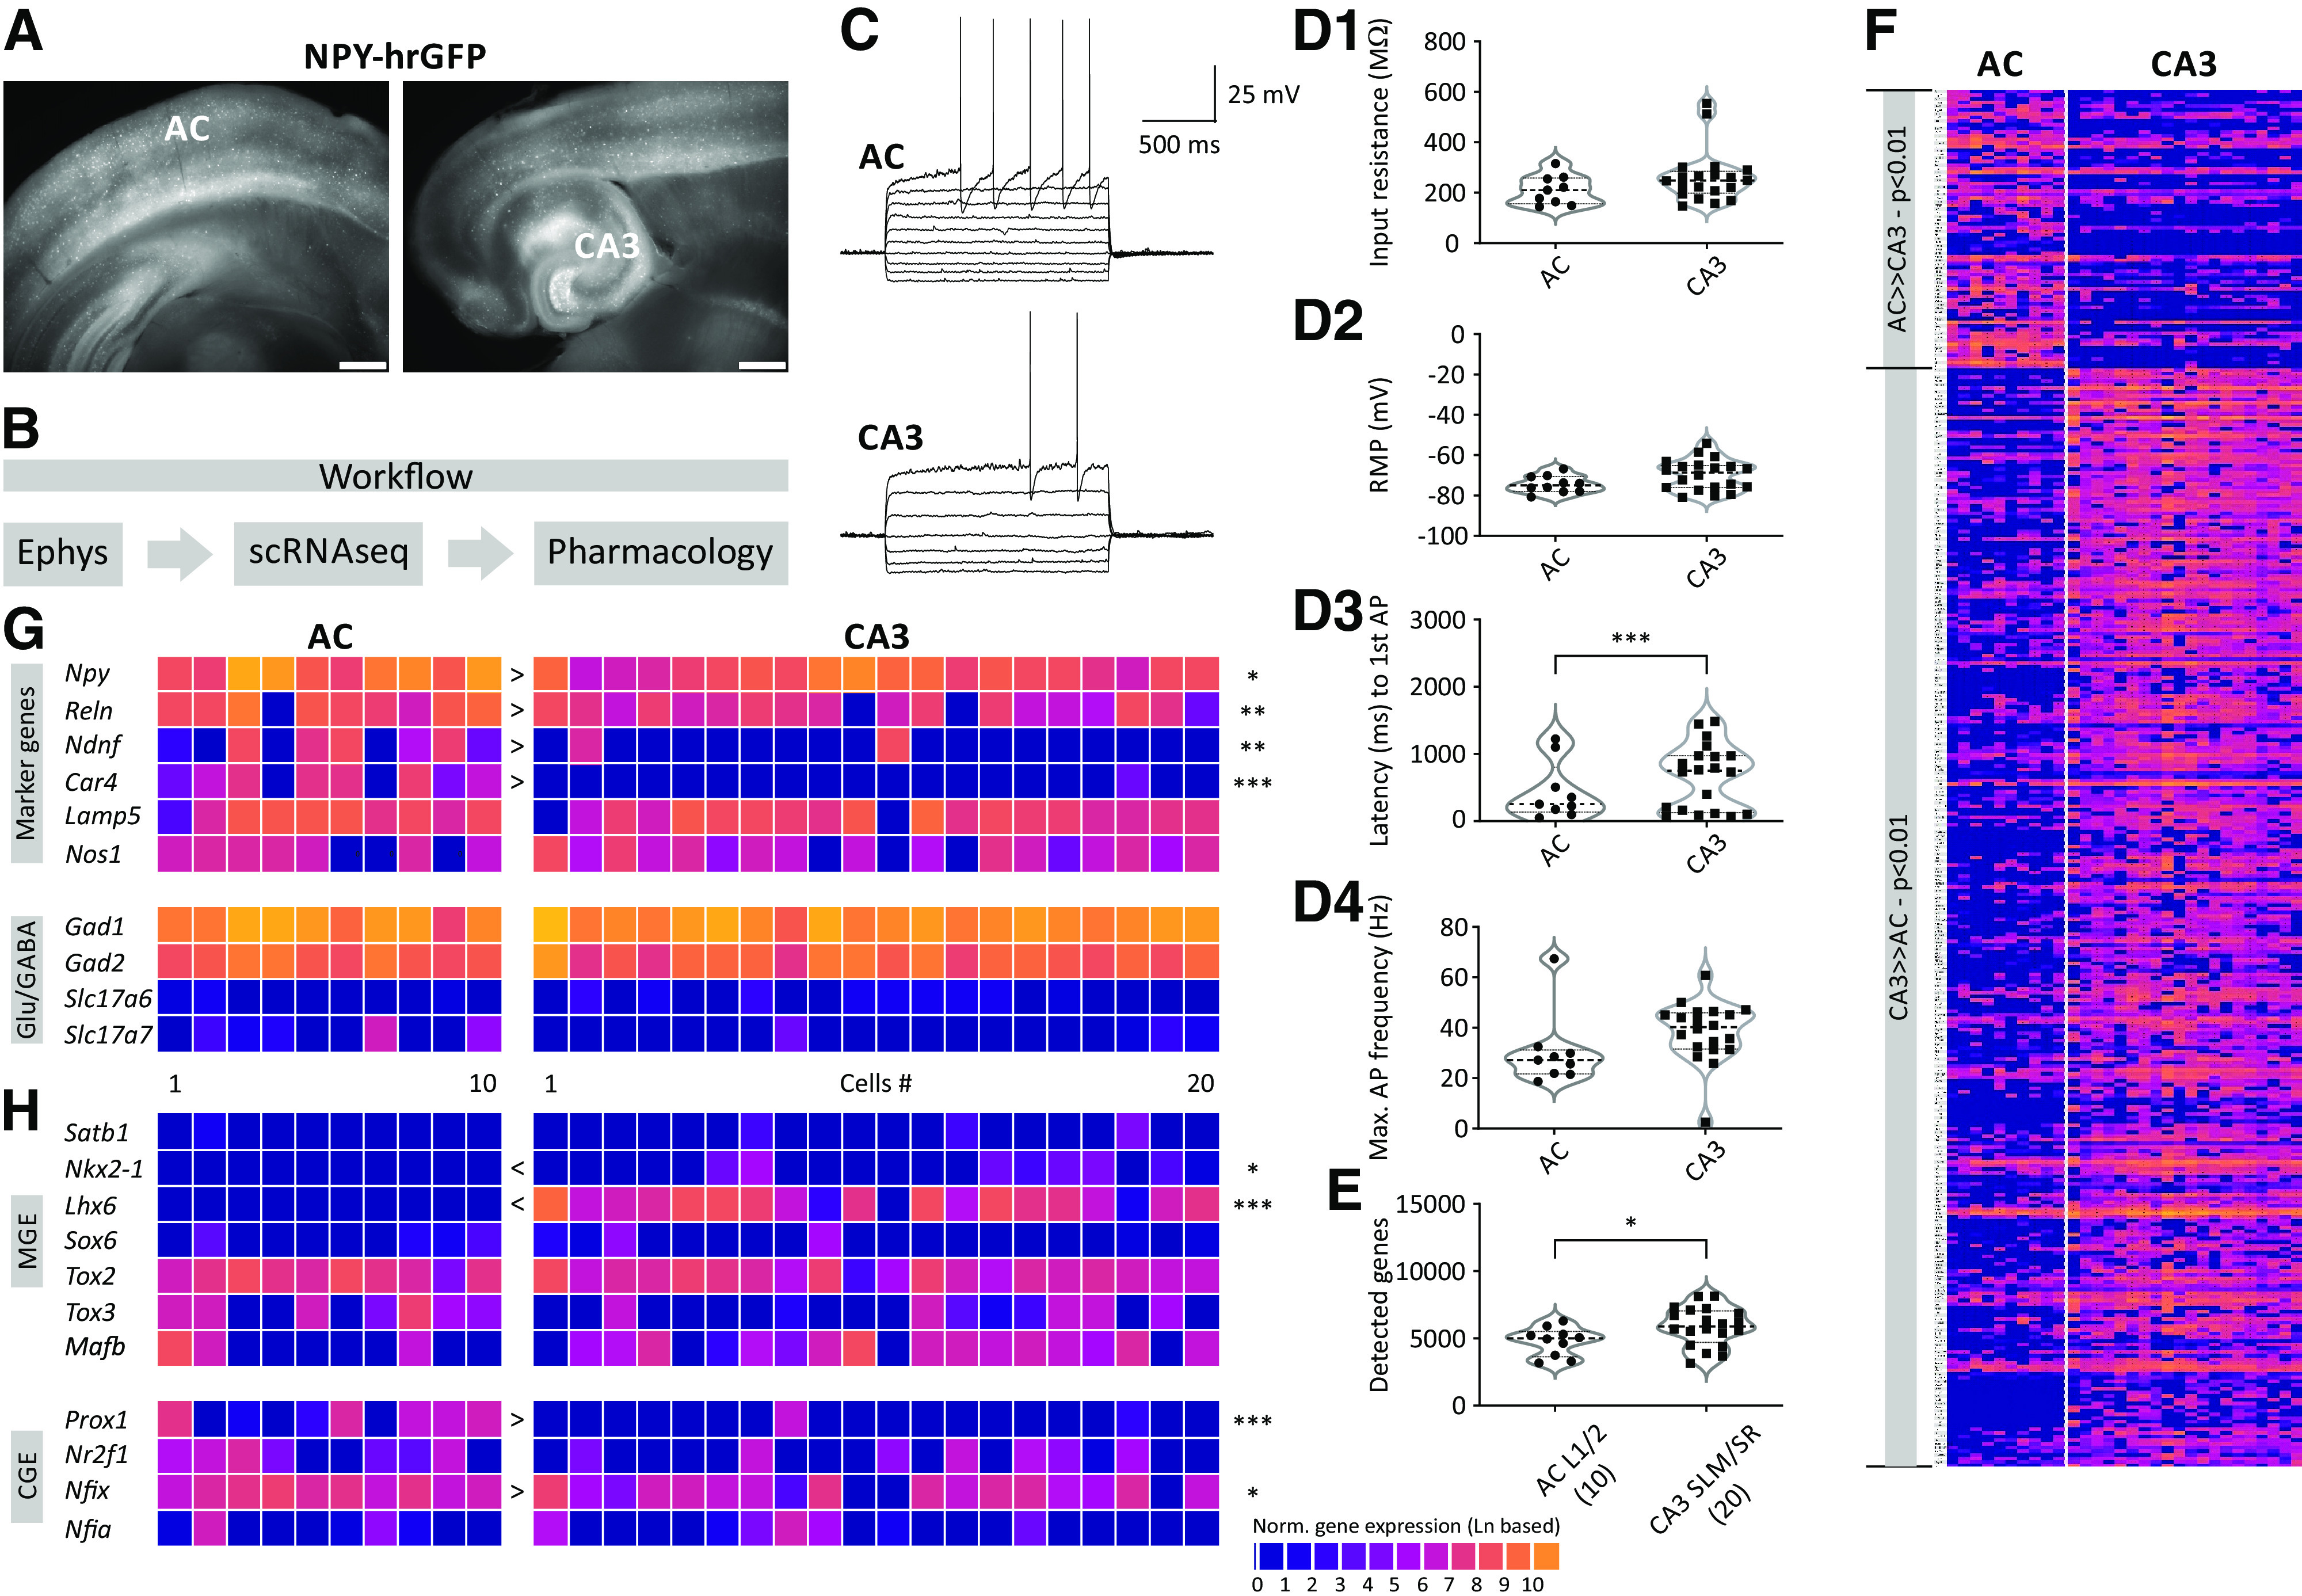
Single-cell transcriptomics of NPY-positive neurons in AC and CA3. ***A***, Overview image of a coronal neocortical (left) and a horizontal hippocampal (right) brain slice obtained from an NPY-hrGFP mouse. Scale bar: 1 mm. ***B***, Experimental flowchart starting with electrophysiology, followed by scRNAseq and pharmacological experiments. ***C***, Electrophysiological characterization of AC and CA3 NPY-positive neurons. Note the longer latency to action potential firing in CA3 neurons (see also ***D3***). ***D1–D4***, Active and passive electrophysiological properties of NPY-positive neurons. ***E***, Number of detected genes in AC and CA3 NPY-positive neurons. ***F*–*H***, Differentially expressed genes between AC and CA3 NPY-positive neurons.

With regard to electrophysiological properties, we analyzed passive (e.g., Rin and RMP; Fig. 1*D1*,*D2*, respectively) and active properties (e.g., action potential properties; Fig. 1*D3*,*D4*). None of these parameters were significantly different with the exception of the latency to first action potential (AP) (Fig. 1*D3*). CA3 NPY-positive neurons spiked significantly later than AC neurons using a near-rheobase current injection. In addition, we analyzed the sag potential in response to hyperpolarizing current injections, but this was not different between the two types (data not shown).

Together, our results show that the sampled neocortical and allocortical NPY-positive neurons were mostly similar with regard to their intrinsic electrical properties.

### Single-cell transcriptomics of NPY-positive neurons in AC and CA3

Molecularly, we found more pronounced differences between the two cell types. 

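The number of genes detected per cell, with at least 1 read, ran from 3163 to 6288 in the 10 AC cells found in the heat maps, with a mean of 4758 ± 1058 (SD over cells) and a median of 5008. In the 13 CA3 cells it ran from 3679 to 8149, with a mean of 5860 ± 1240 and a median of 5704. The mean difference, AC minus CA3, was -1103 genes, more than the SD over AC cells and less than the SD over CA3 cells. When every cell was thinned to 1715000 reads in 20 random draws, the means were 4611 ± 1082 in AC and 5660 ± 1219 in CA3. With at least 10 reads required per gene they were 4031 ± 968 and 5069 ± 1177. Among all labelled cells the mean was 3465 ± 1979 in 19 AC cells and 4793 ± 1872 in 21 CA3 cells. The alternative that moved the difference most was the median over cells in place of the mean, with -696.5 genes.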

In AC and CA3 NPY-positive neurons, we detected 3163–6288 (4758 ± 334, mean ± SEM) and 3141–8149 (5877 ± 318, mean ± SEM; Fig. 1*E*, *p* = 0.0368, two-tailed *t* test) genes, respectively. 

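Reads on Gad1, which lies on chromosome 2 of GRCm38 from 70553072 to 70602014, were present in all 10 AC and all 13 CA3 cells found in the heat maps. The exact Clopper-Pearson 95% interval of this share of cells is 69.2 to 100% in AC and 75.3 to 100% in CA3. Summed over the cells of a region, Gad1 took 8159 CPM in AC (exact Poisson 95% interval 8129 to 8189) and 8132 in CA3 (8106 to 8157). Its mean level on the log2 scale was 14.61 ± 1.37 (SD over cells) in AC and 14.44 ± 0.78 in CA3. Gad2, on chromosome 2 from 22622205 to 22693874, was also read in all of these cells, at 2170 CPM in AC and 1965 in CA3. Among all labelled cells, 14 of 19 AC cells and 14 of 21 CA3 cells had reads on Gad1, and 14 of 19 and 14 of 21 on Gad2. Among the 5964 genes with a read in at least 10 of the 23 cells, the median difference in mean level, AC minus CA3, was -0.84, and 32.1% of them were higher in AC. This median was -0.94 with the library size in place of the size factors, -0.97 with edgeR TMM factors and -0.96 with DESeq2 size factors. Differences that are given relative to all genes have this median of -0.84 subtracted. The choice of genes can itself lower the median, since 10 of the 13 CA3 cells can meet it alone, but only all 10 AC cells. The scale does not hold for genes near 0: Htr1d, with 0 reads in both regions, gets 0.84. Gad1 differed by 0.17 and relative to all genes by 1.01. The sign of the first value turned with library size, TMM and DESeq2 factors, at the lowest to -0.04, and the second stayed between 0.63 and 1.71 in the settings run on a whole set of cells. Without cell N42 the Gad1 difference was -0.02, and without N7 it was 0.54.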

While both types expressed the GABAergic markers *Gad1* and *Gad2* (Fig. 1*G*), over 300 genes are found to be differentially expressed in NPY-positive neurons between the two cell types (*p* < 0.01; Fig. 1*D*). Of these, >60 genes were differentially expressed with a *p*-value < 0.001 (Fig. 2).

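All 16 genes drawn in Fig. 2A had a higher mean level in the 10 AC cells than in the 13 CA3 cells found in the heat maps, by 2.04 to 11.57 on the log2 scale with a median of 5.08. All 52 genes drawn in Fig. 2B had a higher mean level in CA3, by 1.39 to 9.71 with a median of 5.90. The same sides were found with every scaling of the counts. With all labelled cells included, 15 of the 16 genes of Fig. 2A were higher in AC, with Fos at -0.02, and all 52 genes of Fig. 2B were higher in CA3. The study selected these genes on cells of this table, so the tally is a description and not independent evidence. The paper does not state which test or which replicates gave its p-values for genes. Without a mouse for each cell, no number of differentially expressed genes and no p-value was derived here.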

**Figure 2.**
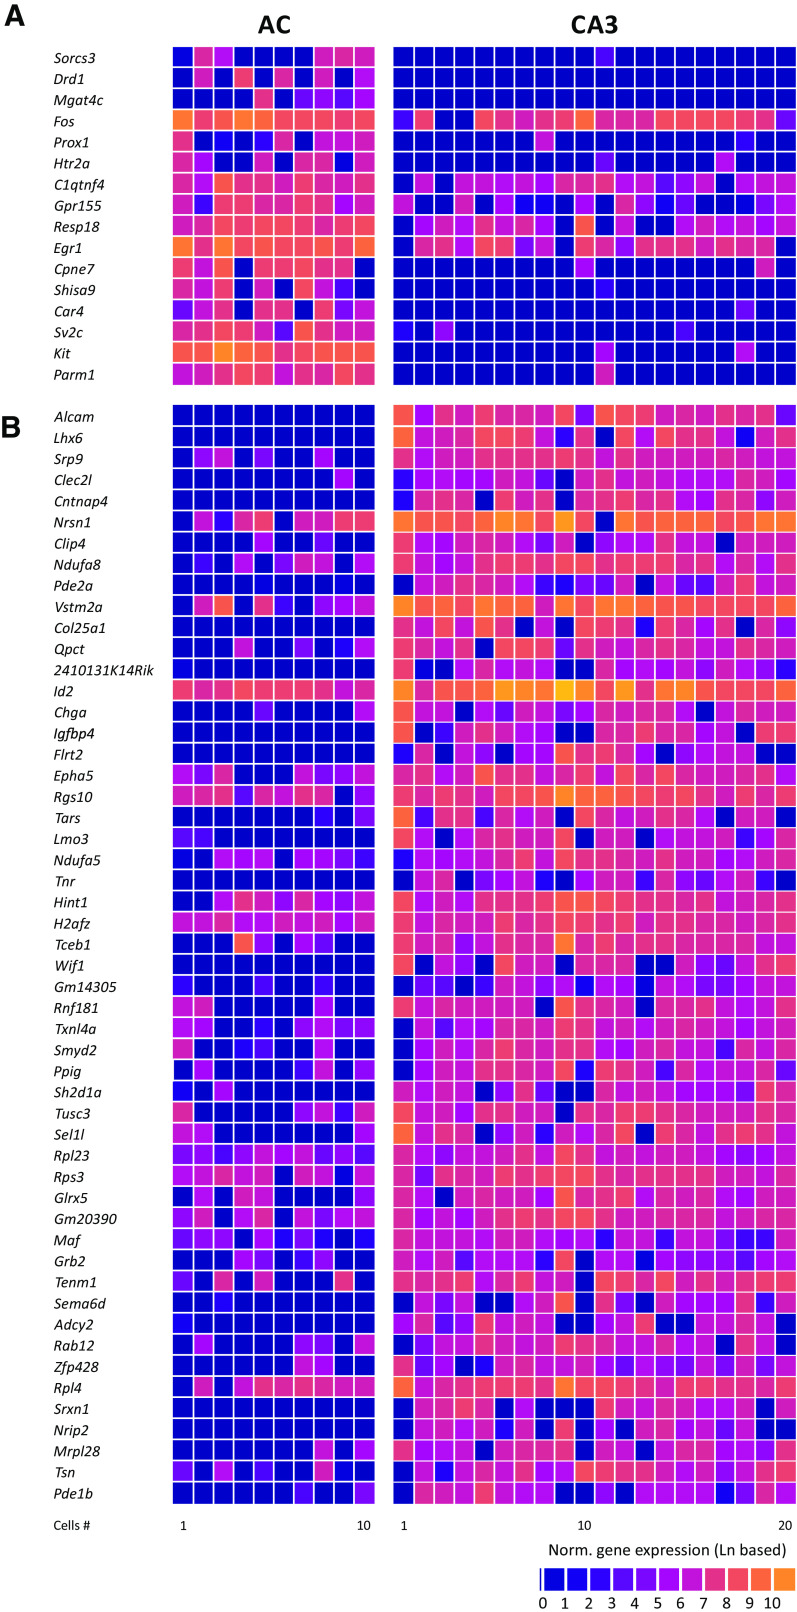
Differentially expressed genes with *p*-values < 0.001. ***A***, Genes that are significantly higher expressed in AC compared with CA3 neurons. Genes are displayed in the order of their statistical significance (from lower to higher; *Parm1*, *p* = 0.00000069). ***B***, Genes that are significantly higher expressed in CA3 compared with AC neurons. Genes are displayed in the order of their statistical significance (from higher to lower; *Alcam*, *p* = 0.0000082).

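Parm1, on chromosome 5 of GRCm38 from 91517615 to 91626894, had reads in 10 of 10 AC cells and in 1 of 13 CA3 cells found in the heat maps. The reads summed to 16696 in AC and to 479 in CA3, all of the latter in cell N29. This was 490 CPM in AC (95% interval 483 to 498) and 9.80 in CA3 (8.95 to 10.7). The mean log2 level was 10.63 ± 1.15 (SD over cells) in AC and 0.69 ± 2.50 in CA3. In all labelled cells 12 of 19 in AC and 2 of 21 in CA3 had reads. Among genes with a read in at least 10 of the 23 cells, the 5 with the largest difference towards AC were Kit with 11.57, Parm1 with 9.93, Sv2c with 9.91, Cpne7 with 7.61 and Rnpepl1 with 6.50. Across the labelled cells these were 6.83, 5.61, 6.70, 3.99 and 2.83, in the same order. Kit had 68584 reads in the AC cells and 449 in the CA3 cells, Sv2c 14528 and 18, Cpne7 16348 and 1695, and Rnpepl1 7453 and 12.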

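Alcam lies on chromosome 16 of GRCm38 from 52248996 to 52454074. It had 22494 reads in the CA3 cells found in the heat maps, with reads in 13 of 13 cells, and 0 reads in the 10 AC cells. A count of 0 in AC allows up to 0.0881 CPM, from 3 reads over the group, against 460 CPM in CA3 (95% interval 454 to 466.5). By counting of reads the share in AC was thus at least 5226-fold lower. Loss of transcripts during sampling or amplification of cDNA is not covered by this bound. Among all labelled cells, N10 with 103 reads, N45 with 360 and N52 with 1 also had Alcam reads in AC, and 20 of 21 cells had reads in CA3. The 5 genes with the largest difference towards CA3, AC minus CA3, were Alcam with -9.71, Cntnap4 with -8.82, Lhx6 with -8.16, Col25a1 with -7.70 and Igfbp4 with -7.45. None of these 5 had a read in the 10 AC cells, and each was read in at least 10 of the 13 CA3 cells. Taking all labelled cells, the differences were -6.68, -5.28, -4.86, -3.73 and -3.88, in the same order. All 5 genes had reads in the AC column N45, among them 823 for Cntnap4, 470 for Col25a1 and 1317 for Igfbp4.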

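Npy, on chromosome 6 of GRCm38 from 49822710 to 49829507, was read in all 10 AC and all 13 CA3 cells found in the heat maps. It took 5576 CPM in AC (95% interval 5551 to 5601) and 1359 in CA3 (1349 to 1369), a 4.10-fold higher share in AC. The mean log2 level was 13.68 in AC and 12.05 ± 1.01 (SD over cells) in CA3, a difference of 1.63 that is larger than either SD. It stayed between 1.39, without cell N41, and 2.37 under all alternatives. Reln, on chromosome 5 from 21884454 to 22344702, had reads in 9 of 10 AC cells (95% interval 55.5 to 99.7%) and in 11 of 13 CA3 cells (84.6%, 54.5 to 98.1%). Its reads made 1450 CPM in AC and 320 CPM in CA3. The mean levels of 10.86 ± 4.01 and 8.04 ± 3.89 differed by 2.82, which is less than the SD over cells, and cell N42 of AC had 0 Reln reads. For all labelled cells the differences were 1.63 for Npy and 2.84 for Reln. In the 9 AC columns outside the heat maps, N4X not counted, Npy had 1477 reads in N45, 4688 in N47, 2453 in N48 and 3212 in N51 and 0 in the other 5.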

As known markers, *Npy* and *Reln* were expressed in both types, but their expression was significantly higher in AC compared with the CA3 type. 

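Reads on Ndnf, on chromosome 6 of GRCm38 from 65671590 to 65712326, were found in 7 of 10 AC cells (70.0%, 95% interval 34.8 to 93.3%). In CA3, 1 of the 13 cells found in the heat maps had them (7.69%, 0.195 to 36.03%), cell N29 with 2125 reads. Car4, on chromosome 11 from 84957786 to 84966044, was read in 8 of 10 AC cells (80.0%, 44.4 to 97.48%) and in 1 of 13 CA3 cells, N38 with 42 reads. The same cells had at least 10 reads in both regions, and thinning left these shares as they were. Summed over cells, Ndnf took 368 CPM in AC and 43.5 in CA3, and Car4 took 196 and 0.860. In AC, cell N44 held 53.8% of the Ndnf reads. None of the 9 AC and 8 CA3 columns outside the heat maps had a read on either gene. Among all labelled cells the shares were therefore 7 of 19 and 8 of 19 in AC, and 1 of 21 for each gene in CA3. The 7 CA3 cells of the heat maps that matched no column are not part of these numbers.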

In line with previous studies, *Ndnf* and *Car4* were expressed in approximately half of the AC NPY-positive neurons (Tasic et al., 2016; Schuman et al., 2019), but only in two out of 20 CA3 NPY-positive neurons. Other markers, such as *Lamp5* and *Nos1* were not differently expressed in AC and CA3 NPY neurons (Fig. 1*G*).

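Lamp5, on chromosome 2 of GRCm38 from 136052239 to 136069917, was read in 10 of 10 AC cells and in 12 of 13 CA3 cells found in the heat maps. Its mean log2 level was 11.75 ± 1.24 (SD over cells) in AC and 10.24 ± 3.19 in CA3. The difference of 1.51 is less than the SD over CA3 cells and rests in part on cell N29 of CA3, which had no Lamp5 read. Without N29 it was 0.66, and over all labelled cells 0.65. Summed over cells it took 1193 CPM in AC and 648 CPM in CA3. Nos1, on chromosome 5 from 117781032 to 117958840, had reads in 7 of 10 AC cells and in 10 of 13 CA3 cells, at 133 CPM (95% interval 129 to 137) and 130 CPM (127 to 133). Its levels of 6.70 ± 4.65 in AC and 6.63 ± 4.00 in CA3 differed by 0.07. This value turned its sign with library size, TMM and DESeq2 factors, after thinning and with a pseudocount of 0.1, and was 0.91 relative to all genes. It ran from -0.48 without cell N27 to 0.82 without cell N7. With all labelled cells included, Lamp5 was read in 12 of 19 AC and 12 of 21 CA3 cells, and Nos1 in 10 of 19 and 10 of 21.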

Next, we examined the expression of transcription factors that are related to developmental origins (Lukacsovich et al., 2019; Winterer et al., 2019). MGE-derived interneurons are known to express the transcription factors *Lhx6, Nkx2-1*, *Satb1*, *Sox6*, *Tox2*, or *Tox3* (Batista-Brito et al., 2009; Paul et al., 2017; Lim et al., 2018). *Lhx6* and *Nkx2-1* were selectively expressed in CA3 NPY-positive neurons (Fig. 1*H*, *Lhx6*: *p* < 0.001 and *Nkx2-1*: *p* < 0.05). 

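Lhx6, on chromosome 2 of GRCm38 from 36081953 to 36105408, had 0 reads in the 10 AC cells and 16043 reads in the 13 CA3 cells found in the heat maps. It was read in 12 of 13 CA3 cells (92.3%, 95% interval 64.0 to 99.8%) and in 0 of 10 in AC (0 to 30.8%). Lhx6 took 328 CPM in CA3 (323 to 333), and by counting of reads its share was at least 3727-fold lower in AC. In 10 of the 12 CA3 cells there were at least 10 reads, and N27 and N38 had 2 each. Depth alone allows a share of up to 0.0881 CPM in AC, and loss of transcripts before sequencing is not covered by this limit. Nkx2-1, on chromosome 12 from 56531958 to 56536908, also had 0 reads in the AC cells. In CA3 it had 327 reads in 6 of 13 cells (46.2%, 19.2 to 74.9%) and its share was at least 76.0-fold lower in AC. The difference in mean log2 level, AC minus CA3, was -1.99, less than the SD over CA3 cells of 2.57, and -1.15 relative to all genes. In all labelled cells Lhx6 was read in 13 of 21 CA3 cells and in 1 of 19 AC cells, N45 with 1302 reads. Nkx2-1 was read in 6 of 21 CA3 cells and with 1 read in the AC cell N49. Its difference over all labelled cells was -0.88, and 0.34 relative to all genes. The relative scale does not hold for genes near 0, so 0.34 shows no higher level in AC.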

CGE-derived interneurons are known to express the transcription factors *Prox1*, *Nr2f1*, *Nfia*, or *Nfix* (Paul et al., 2017). Of these, *Prox1* and *Nfix* was selectively enriched in AC NPY interneurons (Fig. 1*G*, *Prox1*: *p* < 0.001; *Nfix*: *p* < 0.05), in which *Nr2f1* (also known as *Coup-TF1*) was also more frequently detected (Fig. 1*H*). By contrast, *Sox6* was rarely detected in either type (Fig. 1*H*).

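Prox1, on chromosome 1 of GRCm38 from 190118035 to 190170714, was read in 7 of 10 AC cells and in 2 of 13 CA3 cells found in the heat maps. The reads summed to 6321 in AC and 264 in CA3, of which 256 were in cell N26, a 34.4-fold higher share of reads in AC. The difference in mean log2 level was 4.49, less than the SD over AC cells, with 5.37 ± 4.88 (SD over cells) in AC and 0.88 ± 2.42 in CA3. Nfix, on chromosome 8 from 84699876 to 84800344, was read in 10 of 10 AC cells and in 10 of 13 CA3 cells. Its mean level was 9.91 ± 1.19 in AC and 6.64 ± 4.07 in CA3, a difference of 3.27 that is less than the SD over CA3 cells. Across the labelled cells it fell to 0.85. Nr2f1, on chromosome 13 from 78188973 to 78199757, had reads in 7 of 10 AC cells (70.0%, 95% interval 34.8 to 93.3%) and in 6 of 13 CA3 cells (46.2%, 19.2 to 74.9%), so the intervals overlap. The levels of 5.20 ± 3.96 and 2.98 ± 3.73 differed by 2.22. Taking all labelled cells, Nr2f1 was read in 8 of 19 AC and 9 of 21 CA3 cells and the difference was -0.06. For Prox1, 10 of 19 and 4 of 21 of all labelled cells had reads, with a difference of 2.49.

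**Figure D2:**
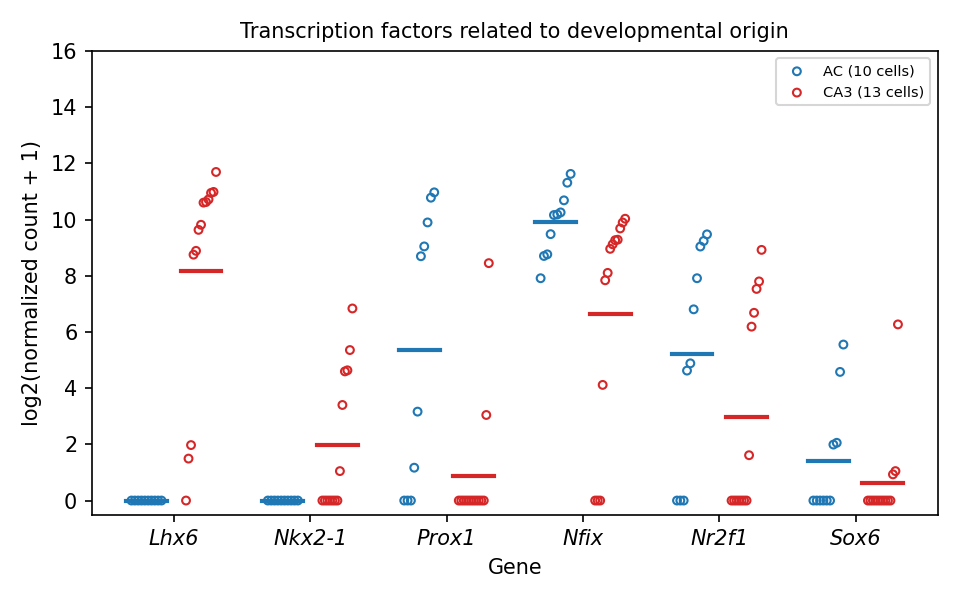
Level of 6 transcription factors as log2(normalized count + 1) in the 10 AC cells (blue) and 13 CA3 cells (red) found in the heat maps, with each circle 1 cell, cells sorted by value and bars at the mean. All AC circles of Lhx6 and Nkx2-1 are at 0, and 12 CA3 circles of Lhx6 and 6 of Nkx2-1 lie above it.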

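Sox6, on chromosome 7 of GRCm38 from 115470872 to 116038796, had 65 reads in 4 of 10 AC cells and 54 reads in 3 of 13 CA3 cells found in the heat maps. At least 10 reads were present in 2 of these AC cells and 1 of these CA3 cells. It took 1.91 CPM in AC (95% interval 1.47 to 2.43) and 1.11 CPM in CA3 (0.830 to 1.44). For all labelled cells 5 of 19 in AC and 6 of 21 in CA3 had reads. The difference in mean log2 level was 0.78 over the cells found in the heat maps and -0.45 over all labelled cells, and -1.17 over the cells left by the stated filter, a set chosen after the data were seen. The differences over the cells found in the heat maps and over all labelled cells are less than the SD over cells in either region.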

### Differential expression of synaptic receptor coding genes

We next explored the expression of ionotropic glutamate receptors (iGluRs) and their auxiliary subunits, because these play important roles in synaptic transmission and plasticity (Fig. 3*A*). L1 neocortical interneurons, for example, may use them to integrate information from other neocortical areas (D’Souza and Burkhalter, 2017). However, NMDA and kainate receptor were not differentially expressed (*Grin* and *Grik*, Fig. 3*A*).

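Of the 7 NMDA receptor genes of Fig. 3A, Grin2b was read in all 10 AC and 13 CA3 cells found in the heat maps, and Grin2c in none. Grin2a, with reads in 9 of 10 and 13 of 13 cells, had mean log2 levels of 8.75 ± 3.38 (SD over cells) in AC and 9.00 ± 1.82 in CA3. Grin2b had 8.11 ± 1.97 and 9.02 ± 1.33. These differences, -0.25 and -0.91, became 0.59 and -0.07 relative to all genes. Without cell N41 of AC, which had 0 Grin2a reads, the Grin2a difference was 0.72. Grin1 differed by 1.62, with means of 7.79 in AC and 6.17 in CA3, and by 2.48 without cell N7. Grin2d differed by 2.59, with reads in 6 of 10 and 6 of 13 cells. Grin3a differed by -3.24 with reads in 2 of 10 and 8 of 13 cells, but 99.7% of its AC reads were in cell N3X and the log2 ratio of its summed CPM was 0.17. The levels of Grin1, Grin2d and Grin3a differed by less than the larger SD over cells. Among the 5 kainate receptor genes, Grik1 differed by -0.36, by 0.45 without cell N42 and by -1.43 over all labelled cells, although its summed reads were a 1.67-fold higher share in AC. Grik5 differed by -1.25, while Grik2 was higher in AC by 3.89. Grik3 was read in 1 cell of each region and Grik4 in 3 CA3 cells. Grik2 was read in 8 of 10 AC and 8 of 13 CA3 cells, with levels of 7.54 ± 4.39 and 3.65 ± 3.74 that differ by less than the SD over AC cells, and took 302 CPM in AC (95% interval 296 to 308) and 35.1 in CA3 (33.5 to 36.8). Grik5 differed by -0.78 without cell N44, by -1.73 without N46 and by 0.22 over the cells that the stated filter leaves, a set chosen after the data were seen. Among all labelled cells the differences were 4.73 for Grik2, -0.64 for Grin2a, -0.30 for Grin2b, 1.79 for Grin1, 2.62 for Grin2d and -1.62 for Grin3a.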

**Figure 3.**
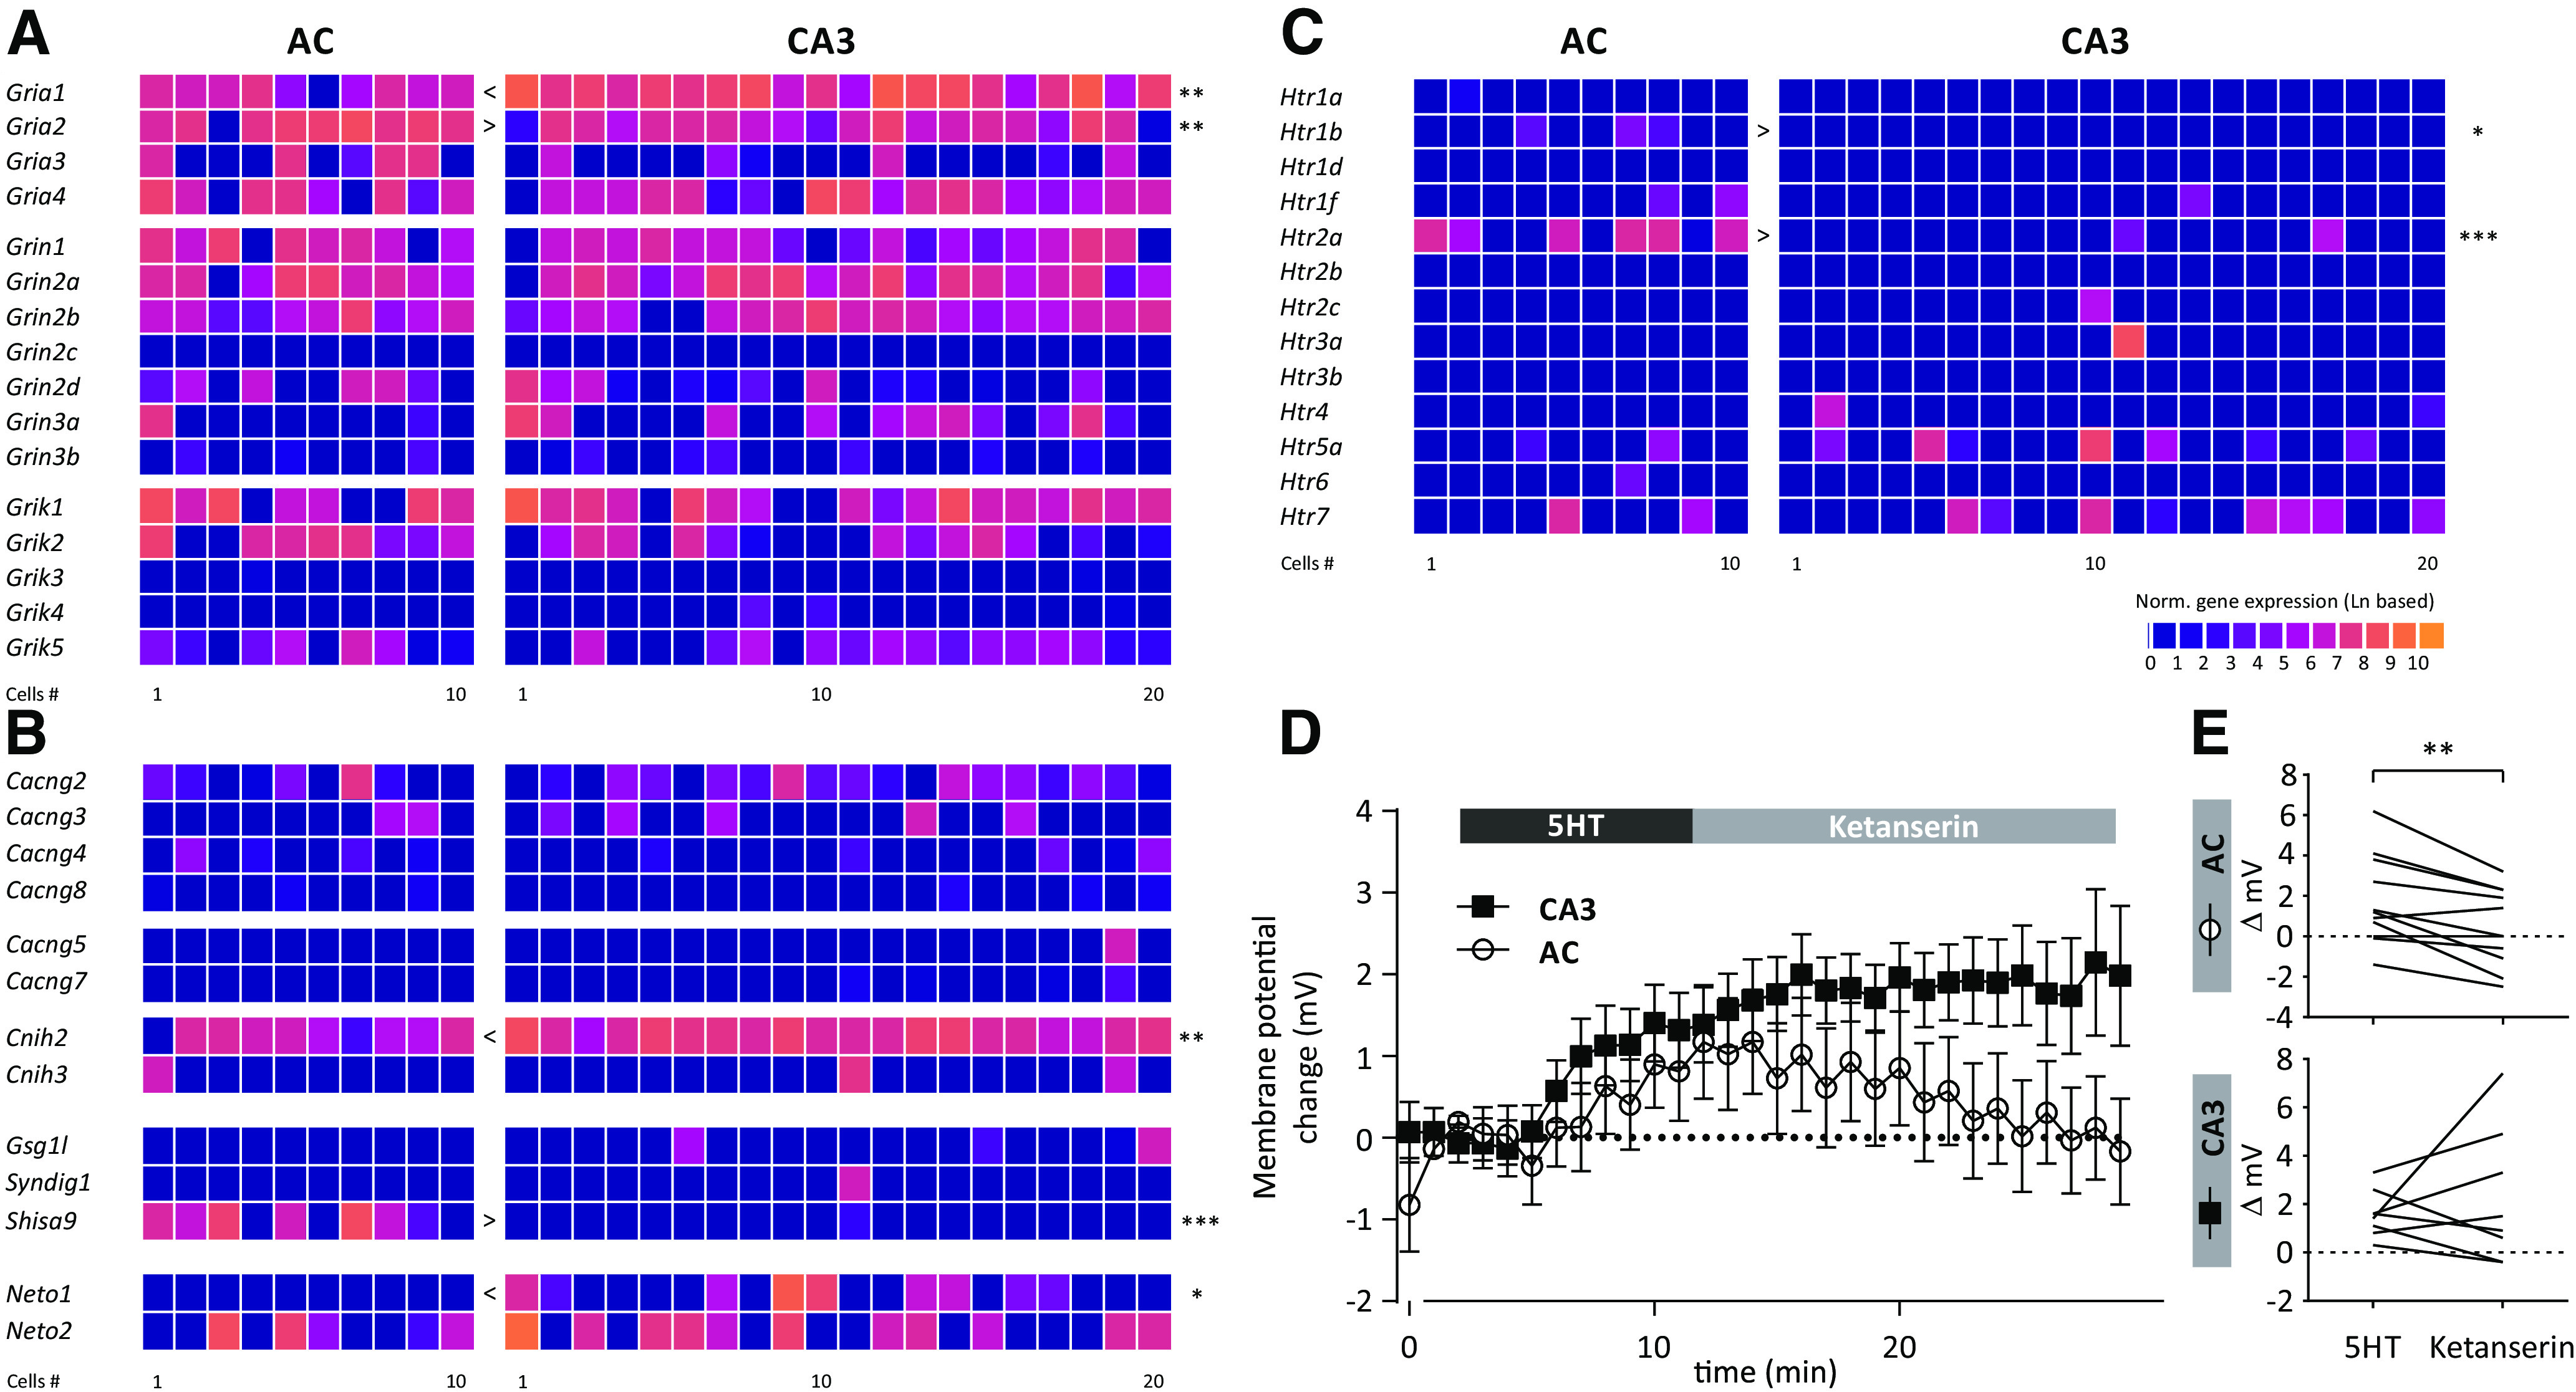
Transcriptomically-guided pharmacological experiments. Expression of iGluRs (***A***) and auxiliary subunits of iGluRs (***B***). ***C***, Expression of 5HTRs in auditory (AC) and CA3 NPY-positive neurons. ***D***, ***E***, Summary of changes in membrane potential following the application of 5HT and the 5HT2aR antagonist ketanserin.

By contrast, although AMPA receptor (AMPAR) subunits 1 and 2 (encoded by *Gria1* and *Gria2*) were expressed in both cell types, *Gria1* and *Gria2* were enriched in AC and CA3 NPY neurons, respectively (Fig. 3*A*).

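Gria1, on chromosome 11 of GRCm38 from 57011387 to 57330244, was read in 9 of 10 AC cells and in 13 of 13 CA3 cells found in the heat maps. It took 190 CPM in AC (95% interval 185 to 194) and 588 in CA3 (581 to 595). Its mean log2 level was 8.22 ± 3.22 (SD over cells) in AC and 10.24 ± 2.08 in CA3. The difference, AC minus CA3, was -2.03, and -1.19 relative to all genes. Cell N44 of AC had 0 Gria1 reads, and without it the difference was -1.11. Gria2, on chromosome 3 from 80681450 to 80802835, was read in 9 of 10 AC cells and 13 of 13 CA3 cells, at 563 CPM in AC (555 to 571) and 237 in CA3 (233 to 241). Its levels were 10.08 ± 3.61 and 8.25 ± 2.78, a difference of 1.82, and 2.66 relative to all genes. It was 2.94 without cell N41 of AC, which had 0 Gria2 reads, and 1.22 without cell N40 of CA3. Both differences were smaller than the SD over AC cells. With all labelled cells included, they were -2.09 for Gria1 and 0.19 for Gria2, and neither turned its sign under any alternative.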

Still regarding AMPARs, their auxiliary subunits have been shown to regulate the biophysical properties as well as the trafficking of AMPAR (Greger et al., 2017). Strikingly, the auxiliary subunit *Shisa9* (also known as CKAMP44) was predominantly expressed in AC, but not in CA3 NPY-positive neurons (*p* < 0.001; Fig. 3*B*). 

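Shisa9 lies on chromosome 16 of GRCm38 from 11984113 to 12270902. In the 10 AC cells it had 6171 reads in 8 cells (80.0%, 95% interval 44.4 to 97.48%), and in the 13 CA3 cells found in the heat maps 3 reads, all in cell N29 (7.69%, 0.195 to 36.03%). It took 181 CPM in AC (177 to 186) and 0.0614 CPM in CA3 (0.0127 to 0.179), a ratio of 2951 with a counting interval of 1009 to 14315. The mean log2 level was 6.45 ± 4.68 (SD over cells) in AC and 0.16 ± 0.58 in CA3, a difference of 6.29 that is larger than either SD. Among the AC cells N42 and N44 had no Shisa9 read, N8 had 1 and N7 had 15. Leaving out 1 cell at a time kept the difference between 5.76 and 7.01. As a log2 ratio of the summed CPM, in which no pseudocount limits the low level of CA3, the difference was 11.53. In all labelled cells 9 of 19 in AC and 3 of 21 in CA3 had reads, with 483 in the AC cell N45, 19 in the CA3 cell N13 and 8 in the CA3 cell N15, and the difference was 2.80.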

Given that this molecule has been shown to modulate short-term plasticity (von Engelhardt et al., 2010), it is plausible that AC NPY-positive neurons may display different responses following repetitive stimulation compared with CA3 NPY-positive neurons. In contrast to *Shisa9*, both *Cnih2* and *Neto1*, auxiliary subunits of AMPA and kainate receptors, respectively, were enriched in CA3 NPY-positive neurons (Fig. 3*B*). 

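Cnih2, on chromosome 19 of GRCm38 from 5092868 to 5098521, was read in 9 of 10 AC cells and in 13 of 13 CA3 cells found in the heat maps. It took 152 CPM in AC (95% interval 148 to 156) and 342 CPM in CA3 (336 to 347). Its mean log2 levels of 7.72 ± 3.43 (SD over cells) in AC and 9.96 ± 0.83 in CA3 gave a difference, AC minus CA3, of -2.24, and of -1.40 relative to all genes. Cell N3X of AC had no Cnih2 read, and without it the difference was -1.38. Neto1, on chromosome 18 from 86394952 to 86506718, had 0 reads in the 10 AC cells (0 to 30.8% of cells) and 3432 reads in 6 of 13 CA3 cells (46.2%, 19.2 to 74.9%). Its share of 70.2 CPM in CA3 was at least 797.4-fold above the 0.0881 that the depth allows in AC. The difference of -3.92 is less than the SD over CA3 cells of 4.66. Across the labelled cells Cnih2 differed by -2.12 and Neto1 by -1.39, and Neto1 was then read in the AC columns N45 with 999 reads and N48 with 284.

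**Figure D3:**
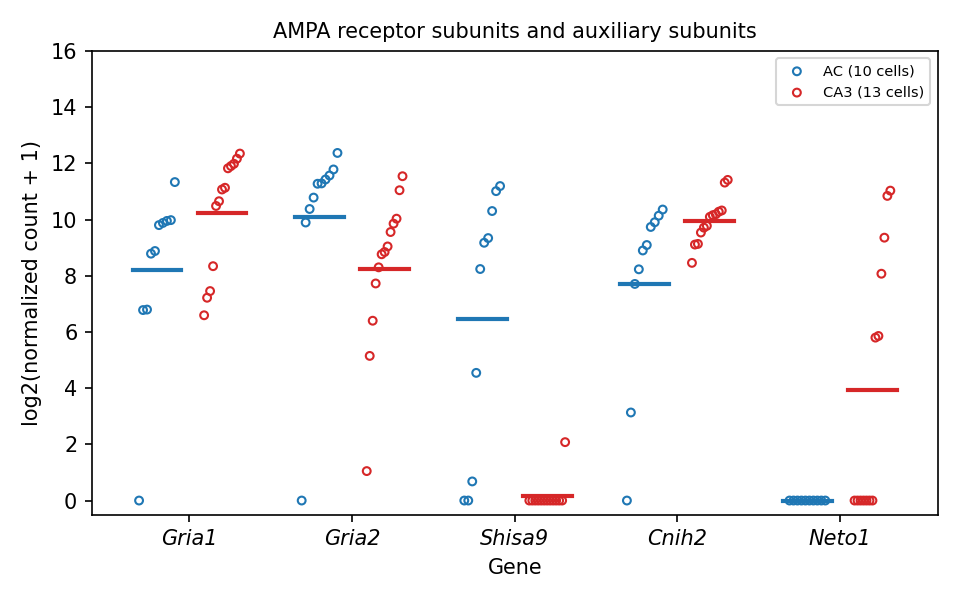
Level of Gria1, Gria2, Shisa9, Cnih2 and Neto1 as log2(normalized count + 1) in the 10 AC cells (blue) and 13 CA3 cells (red) found in the heat maps, with each circle 1 cell, cells sorted by value and bars at the mean. The bars of Gria2 and Shisa9 are higher in AC and those of Gria1, Cnih2 and Neto1 are higher in CA3.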

Taken together, NPY-positive neurons may assemble iGluRs and auxiliary subunits in a region-specific and/or developmental origin-specific fashion to achieve input-specific synaptic transmission.

### Transcriptomically-guided pharmacological experiments

It is well established that inhibitory GABAergic interneurons receive diverse neuromodulatory inputs (for review, see Pelkey et al., 2017), and are prominent targets of serotonin modulation (Athilingam et al., 2017; Winterer et al., 2019). In this domain, our transcriptomic analysis revealed surprisingly low overall expression of 5HTRs, with the exception of the *Htr2a* subunit, which was enriched in AC NPY-positive cells (*p* < 0.001; Fig. 3*C*).

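Htr2a, on chromosome 14 of GRCm38 from 74640840 to 74709494, was read in 7 of 10 AC cells (70.0%, 95% interval 34.8 to 93.3%) and in 2 of 13 CA3 cells found in the heat maps (15.4%, 1.92 to 45.4%). The reads summed to 5088 in AC and 575 in CA3. This was 149 CPM (145 to 154) against 11.8 (10.8 to 12.8), a 12.7-fold higher share in AC. The mean log2 level was 5.83 ± 4.80 (SD over cells) in AC and 1.05 ± 2.66 in CA3. The difference of 4.78 is no larger than the SD over AC cells, and it stayed between 4.28 and 5.43 when 1 cell at a time was left out. None of the 9 AC and 8 CA3 columns that matched no cell had an Htr2a read, and over all labelled cells the difference was 2.28. Of the 13 serotonin receptor genes of Fig. 3C, Htr1d, Htr2b and Htr3b had 0 reads in both regions. Htr7 took 23.9 CPM in AC, of which cell N43 held 86.9%, and 40.01 in CA3, in 2 of 10 and 6 of 13 cells. Htr5a took 1.85 and 22.3 CPM, 84.0% of the latter in cell N28. Htr1f took 8.22 and 1.76, and Htr1b 2.03 in AC, with 0 reads in CA3. From the higher level of Htr2a in AC, the paper went on to test a 5HT2a receptor antagonist in both cell types.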

5HT2a receptors (5HT2aRs) are G-protein-coupled receptors that have either been shown to form homomers (Brea et al., 2009) or heteromers (González-Maeso et al., 2008) mediating a wide range of physiological functions (Zhang and Stackman, 2015). To examine the functional consequences of *Htr2a* expression in AC NPY-positive neurons, we performed electrophysiological experiments testing pharmacological responses to the 5HT2aR antagonist ketanserin in both cell types. We applied 30 μm of 5HT (Fig. 3*D*) followed by the application of the 5-HT2aR antagonist ketanserin (10 μm). We found that 5HT depolarized both AC and CA3 NPY-positive interneurons, showing that functional HT receptors were present on both types (Fig. 3*D*,*E*). However, ketanserin only reversed these changes in AC, but not CA3, neurons. To further explore 5HT2a-mediated effects, we tested the 5HT2aR-specific agonist, TCB-2 (10 μm), on superficial AC NPY-positive neurons (*n* = 6 cells, *N* = 2 mice). However, TCB-2 alone did not alter the RMP, the Rin, and AP firing frequency measured as a frequency-current-curve (fI-curve range from −100 to 300 pA, step size 25 pA; data not shown). In order to test whether TCB-2 was effective, we applied it on prefrontal L6 pyramidal neurons, because these cells were recently shown to be responsive to 5 μm TCB-2 (Tian et al., 2016). However, in contrast to this previous report, we did not detect any response of TCB-2 (5 μm) on the above parameters during electrophysiological recordings from pyramidal cells (*n* = 7 cells, *N* = 3 mice; data not shown). As a consequence, we could not collect additional information on 5HT2aR function. Nonetheless, our pharmacological experiment with ketaserin (Fig. 3*D*,*E*) supported the functional expression of 5HT2aR in AC NPY-positive neurons.

## Discussion

Using single-cell transcriptomics we investigated mRNA expression of NPY-positive neurons in two different cortical regions, in the neocortical AC and allocortical area CA3 of the hippocampus (CA3). We found that gene expression pattern showed remarkable differences between these region, although NPY-positive neurons in both regions showed characteristic electrophysiological features of neurogliaform cells (Overstreet-Wadiche and McBain, 2015). Cells in both populations expressed well-known markers of neurogliaform cells such as *Reln* (reelin), *Lamp5*, and *Nos1*, but only superficial neocortical NPY-positive neurons expressed additional markers *Ndnf* and *Car4* (Tasic et al., 2018). However, depending on the statistical power applied, dozens to hundreds of genes were differentially expressed between AC and CA3 NPY-positive neurons.

### Developmental origin

Given that neurogliaform cells have been shown to originate from different neurogenic zones, MGE and CGE, it was first important to establish if, in addition to presumed regional differences, differences in the cells’ neurogenic origin could contribute to the observed discrepancies. In the cortex, it has been previously established that deep layer neurogliaform cells (L5 and L6) express the transcription factor *Lhx6*, and therefore these were considered to be derived from the MGE (*Lamp 5+ Lhx6+*), whereas the majority of superficial neurons were considered to be CGE-derived (Tasic et al., 2018; Gouwens et al., 2020). In the hippocampus, earlier single-cell PCR analyses already demonstrated a similar dichotomy in the origin of CA1 neurogliaform cells (Tricoire et al., 2010), which was significantly extended by a more recent large-scale transcriptomic study (Harris et al., 2018). This study analyzed the transcriptomic content of CA1 GABAergic interneurons and revealed the existence of 49 clusters that form 10 larger transcriptomic groups the authors called “continents.” Two of these were classified as neurogliaform cell containing continents. One consisted of presumed Ivy and MGE-derived neurogliaform cells, whereas the other consisted of CGE-derived neurogliaform cells (Harris et al., 2018). Cell numbers in these two larger groups were nearly evenly split. In our dataset from CA3, only two out of the 20 NPY-positive neurons did not express *Lhx6*, suggesting that CA3 NPY-positive cells are at least dominantly, and possibly entirely, derived from MGE.

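In 1 of the 13 CA3 cells found in the heat maps, N29, no read fell on Lhx6. Its library held 3166810 reads, so that 3 reads, the limit that a count of 0 allows, correspond to 0.947 CPM. Loss of the transcript during sampling or amplification of cDNA is not covered by this limit. In the other 12 cells Lhx6 had 2 to 2646 reads. Of the 8 CA3 columns that matched no cell of the heat maps, N36 had 4528 Lhx6 reads and the other 7 had 0. These 7 columns also had 0 reads on Gad1 and on Npy. The 7 CA3 cells of the heat maps without a matching column could not be counted.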

### Auxiliary subunits of the AMPAR

Auxiliary subunits of the AMPAR have been described to be involved in trafficking of the AMPAR, but also in modulating the biophysical properties of the receptor complex (Greger et al., 2017). Among others, members of the Shisa family have been shown to bidirectionally modulate surface expression and AMPAR-mediated currents in a region-specific and cell type-specific manner (Abdollahi Nejat et al., 2021). Here, we provide further evidence for the latter notion by showing selective expression of Shisa9/CKAMP44 in AC NPY-positive neurons. With regard to potential consequences of Shisa9/CKAMP44 signaling, previous studies provided hints. Over-expression of Shisa9/CKAMP44 reduced short-term AMPA-receptor dependent plasticity in CA1 pyramidal neurons (von Engelhardt et al., 2010), whereas in dentate gyrus of Shisa9/CKAMP44 knock-out mice enhanced paired-pulse facilitation was observed (von Engelhardt et al., 2010). These would suggest that higher expression of Shisa9/CKAMP44 in AC NPY-positive neurons may weaken short-term plasticity of incoming synaptic inputs in these cells. Despite these insights, short-term plasticity properties of NPY-positive neurons remains mostly unknown. Future studies will have to address this issue and how this ties in with the neuronal firing properties of these neurons (Fuentealba et al., 2010; Li et al., 2014).

### Serotonin receptor signaling

Intriguingly, although 5HT3a receptor has been postulated as a specific marker of superficial neurons in the neocortex (Tremblay et al., 2016), we could not find evidence supporting this notion in cells collected from superficial AC. By contrast, we found that only AC, but not CA3, NPY-positive cells expressed 5HT2aR subunits. 

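Htr3a, on chromosome 9 of GRCm38 from 48899213 to 48911099, had 0 reads in the 10 AC cells found in the heat maps and 0 reads in all 19 labelled AC cells. The share of cells with a read was 0 of 10 (95% interval 0 to 30.8%) and 0 of 19 (0 to 17.6%). In CA3, 2075 reads were counted in cell N29 and none in the other 20 labelled cells. Htr3b had 0 reads in all of these cells.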

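The CA3 cells found in the heat maps that had Htr2a reads were N37 with 543 and N29 with 32. In AC the 7 cells with reads were N3X with 1728, N8 with 1429, N5 with 636, N46 with 627, N43 with 557, N4 with 110 and N7 with 1. The level of N37 is 127 CPM, within the range of the AC cells with at least 10 reads, which ran from 64.1 to 426 CPM.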

We followed up on this finding with transcriptomically-guided pharmacological experiments, which revealed functional modulation of 5HT responses by application of the 5HT2a antagonist ketaserin (Fig. 3), underscoring our transcriptomics-based finding. Previously, using transgenic mice, *Htr2a* expression was found in deep layer pyramidal neurons, but also in fast-spiking and delayed-spiking interneurons in all layers (Weber and Andrade, 2010). Fast-spiking cells likely represented parvalbumin (PV)-positive interneurons, whereas delay-spiking cells likely represented a diverse population of only partially neurogliaform cells. A different study has shown that 5HT2aR activation depolarizes PV-positive interneurons and increases their Rin (Athilingam et al., 2017). By contrast, only one third of all L5 pyramidal neurons in the prefrontal cortex responded, by increased AP firing, to the application of 5HT (Béïque et al., 2007). Similarly to 5HT, application of selective 5HT2 agonist αm-5-HT also induced AP firing in these cells (Béïque et al., 2007). While we tried application of another selective 5HT2 agonist, TCB-2, previously also shown to affect prefrontal L6 pyramidal neurons, we could not detect changes in AC NPY-expressing neurons by TCB-2 alone. Given that in our additional control experiments, TCB-2 did not induce AP firing in prefrontal cortical L6 pyramidal neurons either (not shown), these experiments remain inconclusive. However, our observation that the 5HT2a-specific antagonist ketanserin reversed the depolarization induced by 5HT in AC, but not in CA3, NPY-expressing cells, provided evidence for the functional expression of 5HT2a subunit-containing 5HTRs in AC NPY-expressing cells. This finding may have consequences to human clinical pharmacology. Antidepressant effects of psychedelics, such as psilocybin, are believed to manifest themselves through acting on 5HT2aRs (for review, see Nutt et al., 2020; Carhart-Harris et al., 2021). In this manner, our findings would implicate AC NPY-expressing cells as a cellular substrate of these antidepressant effects.

In summary, our study provides detailed insights into the transcriptomic composition of NPY-expressing neurons in the AC and hippocampal CA3 areas, and reveal modulatory effects by 5HT2a specifically on the AC population. Further, our study demonstrates how transcriptomically-guided pharmacological experiments can generate physiological knowledge. Expanding on this framework, future studies have the potential to facilitate the identification and understanding of functional, anatomic, molecular and pharmacological properties of neurons in a cell type-specific and region-specific manner, and augment transcriptomic brain cell atlases.

How the deposited data were processed for this re-analysis (not part of the article)

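Reads were counted per gene in single NPY-positive neurons of the auditory cortex (AC) and of CA3, sampled with the patch pipette from mice of the NPY-hrGFP strain. The authors deposited 1 table of raw read counts, made by trimming with Trimmomatic and Flexbar, alignment with STAR to the Ensembl GRCm38 reference and counting with HTSeq, with no normalization. According to the paper, Ensembl identifiers were turned into symbols with version 86 of the annotation and the counts of identifiers with the same symbol were averaged. The table holds 47 cells and 22800 gene symbols, of which 7613 had no read in any cell. Gene coordinates were taken by symbol from the GENCODE vM21 annotation of GRCm38, which holds 177 of the 178 named genes reported here (all but Tceb1). Xist is not in the count table.

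Each sample is 1 cell, and neither the labels nor the paper say which mouse a cell came from, so each region was taken as 1 sample. No p-value, standard error or number of changed genes was computed, and no model was fitted. Values are given for both regions, with the SD over cells as a description, exact Poisson 95% intervals for summed reads and exact Clopper-Pearson 95% intervals for shares of cells. The intervals cover counting error only. A level of 0 reads is given with the limit that 3 reads over the summed reads of the region set. That limit also covers counting error only. A difference in mean level of at least 1 on the log2 scale is spoken of as called, a size chosen after the data were seen.

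Which cells to use was set out before the data were examined: the cells that the filter of the paper leaves, and, should these not be 10 AC and 20 CA3 cells, the cells found by the values drawn in the heat maps. The filter leaves out cells whose log number of detected genes lies at least 3.5 MAD below the median, and cells whose size factor is at or below 0. The number of genes left 19 AC and 20 CA3 columns, and of these N9 of AC had a size factor below 0. Colours of the heat maps in Figs. 1G, 1H and 2 were then read on their colour keys for 86 genes and compared with all 47 columns. This found 10 of 10 AC cells and 13 of 20 CA3 cells. A match of part of the cells had not been foreseen, and the use of these 10 and 13 cells as the main set was decided once it was known. All labelled cells, 19 in AC with N4 and N4X averaged as 1 cell and 21 in CA3, are given beside them. The 3 CA1, 2 dentate gyrus and 1 NPY-negative CA3 columns were kept out of all comparisons between AC and CA3.

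Size factors came from computeSumFactors of scran 1.30.0 in R 4.3.3 with pools of 10 and 20 cells, and levels are log2(normalized count + 1). Other factors were TMM of edgeR 4.0.16, the poscounts size factors of DESeq2 1.42.0, the library size, and scran factors from all genes or from genes with a mean count of at least 10. Further alternatives were pseudocounts of 10 and 0.1, the log2 ratio of summed CPM and of mean CPM over cells, and a detection limit of 10 reads. The last ones were all labelled cells, each cell left out in turn, and the cells of the main set thinned to 1715000 reads, with seed 1. The number of detected genes is the mean of 20 draws, and thinned levels, shares of cells and lists use the first draw alone. No labelled cell outside the main set was thinned: 12 of them had fewer reads, and those with more reads were left out too. The cells left by the filter of the paper were added as a set after the data were seen. The remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Pillow 12.0.0 and matplotlib 3.10.9.

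Genes were named by a rule set before the data were examined: every gene that the paper names or prints beside a heat map, the 5 genes with the largest difference in each direction among those with a read in at least 10 cells of the main set, and the genes of fixed lists. The values of 2 of these genes are not reported here, while the lists were kept as set. The lists are AMPA, NMDA and kainate receptor genes, auxiliary subunits, serotonin receptors, transcription factors of MGE and CGE origin, GABAergic, astrocyte, oligodendrocyte, microglia and pyramidal cell markers, immediate early genes, ribosomal protein genes, complex I genes, genes of the mitochondrial genome and genes of the Y chromosome. For each list the median difference was set against 10000 random lists of the same size, matched in 10 bins of mean level, and its percentile is given. For 3 lists the random lists were also matched on transcript length or GC content.

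The steps were tested on simulated data. Of 200 genes changed among 12308 in the AC and CA3 cells, 200 were recovered with the set direction, with a median error of -0.01. The simulation set no loss of transcripts in single cells. In it 12308 genes had a read in at least 10 cells, against 5964 in the real cells. The recovery therefore does not show how accurate the differences in the real cells are. The percentile of 60 unchanged lists was 47.4 on average, 5 of them lay outside the central 95%, and a list of raised genes lay at 100. With simulated differences that depend on transcript length, 20 random lists of short genes had a mean percentile of 58.6 after matching on length and of 5.69 without it, and 20 of 20 raised lists stayed at the top.

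In the 10 AC cells 1715012 to 6265431 reads per cell were counted on genes, and in the 13 CA3 cells 2229519 to 7949918. Summed over cells these are 34053508 and 48858038 reads, so that 3 reads correspond to 0.0881 CPM in AC and 0.0614 CPM in CA3. The ribosomal RNA gene Rn18s-rs5 took a median of 2.76% of the reads in the AC cells and 0.971% in the CA3 cells.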

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

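The test of depth for single AC cells was set before its result was seen. All other tests in this part were chosen after the results were seen.

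Among 32 levels compared between the 10 AC cells, 7 had a cell whose distance to its nearest neighbour, divided by the whole range, was above 0.466, the critical value of Dixon at 95% for 10 samples. For normally distributed values chance gives this in about 1 of 20 measures. Levels in which single cells have 0 reads are not normal, so this rate does not hold here and no excess over chance is claimed. The low cells were N7 for Gad1 (0.555, with 1668 reads), N42 for Reln (0.697, with 0 reads), N41 for Grin2a (0.643, with 0 reads) and Gria2 (0.7999, with 0 reads), and N44 for Gria1 (0.598, with 0 reads) and Sv2c (0.571, with 40 reads). A high cell was N3X for Grin3a (0.678, with 2637 reads). Without the cell in question the difference between AC and CA3 was 0.54 for Gad1, 4.02 for Reln, 0.72 for Grin2a, 2.94 for Gria2, -1.11 for Gria1, 10.42 for Sv2c and -4.29 for Grin3a. Low depth is argued against by the reads that the library of a low cell would give at the lowest share among the other AC cells. The fewest were 86.3, for Gria1 in N44, and the others ran from 144.7 for Grin2a in N41 to 10187 for Gad1 in N7. Loss of transcripts during sampling or amplification of cDNA and differences between AC cells both remain open. The design gives no condition within AC, so no biological explanation was tested.

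The paper does not report on the 3 libraries labelled CA1. Kit, the gene with the largest difference towards AC, had 3396 reads in N1, 8056 in N2X and 3480 in N6, while 11 of the 13 CA3 cells had none and the summed count in CA3 was 449. Lhx6 had 0 reads in all 3. On a scale with the mean of the CA3 cells at 0 and that of the AC cells at 100, the 16 genes of Fig. 2A placed N1 at 77.7, N2X at 80.1 and N6 at 81.8. The genes of Fig. 2B without Lhx6, 51 in number, placed them at 76.8, 79.3 and 41.96. These genes were picked in AC and CA3 cells of the same table, so the scale holds for this comparison only. That the hippocampus as such sets the level of the genes of Fig. 2A is argued against by the lowest position of 77.7, nearer to AC than to CA3. The AC end of the scale for Fig. 2B goes with few or no reads on its genes and does not by itself show likeness to AC: the CA3 column N36, with 4528 Lhx6 reads, lies at 78.2 on it, and the 7 CA3 columns without a read on GABAergic genes at 71.6 to 130.9. An origin without Lhx6 as the common factor cannot be told apart from others: N1 and N2X lie nearer to AC on both lists, while N6 lies at 41.96 on the genes of Fig. 2B. A wrong region label cannot be told apart either, since 1 of the 3 libraries, N2X, lies within the range of the AC cells on both lists and the other two lie outside it on the genes of Fig. 2B. A difference between NPY-positive cells of CA1 and CA3 stays open and was not tested further, with 3 libraries and no mouse named.

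The library N45 is labelled AC and was found in no heat map. It had 1302 Lhx6 reads, while the 10 AC cells had 0. It also had 10339 Gad1, 1477 Npy, 0 Kit and 0 Reln reads. On the scale above it lies at 20.5 on the genes of Fig. 2A and at 31.2 on those of Fig. 2B without Lhx6, nearer to the CA3 mean on both. The AC cells range from 70.0 to 130.1 and from 78.7 to 125.0 on these lists, and the CA3 cells from -23.9 to 18.02 and from -9.57 to 24.4. The position of 31.2 leaves a wrong label possible, although N45 lies just outside the CA3 cells on both lists. N45 also had 265 reads on Sst, which had none in the study cells of either region. Rn18s-rs5 took 14.3% of its reads, against at most 6.17% in the CA3 cells and 11.6% in the AC cells. These values set N45 apart from both groups, so a wrong label cannot be told from other explanations. An AC cell with Lhx6 and a library of mixed RNA were not tested and stay open.

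No read on Gad1, Gad2 or Slc32a1 was found in 13 libraries of cells labelled NPY-positive: N10, N49, N50 and N52 of AC, N13, N14, N15, N17, N18, N22 and N23 of CA3, and N11 and N12 of the dentate gyrus. Their totals run from 40934 to 595759 reads. Low depth is argued against, since at the lowest Gad1 share of a study cell, 740 CPM in N7, the smallest of them, N52, would give 30.3 reads. In 9 of the 13, all but N14, N49, N50 and N52, astrocyte or oligodendrocyte genes took a larger share of reads than in any study cell, where the highest shares were 0.302% and 0.104%. The astrocyte share was 3.11% in N10, 3.78% in N11, 3.37% in N12, 3.13% in N13, 3.72% in N17 and 3.50% in N22, with Aldoc at 5762 reads in N22. The oligodendrocyte share was 3.91% in N11, 2.70% in N15, 11.5% in N18 and 12.99% in N23. Of the 7 astrocyte genes 1, Slc1a2, and of the 6 oligodendrocyte genes 0 had a read in most study cells, and none of them is in Fig. 2 or in another list. RNA of glial cells in place of a neuron is a candidate explanation for these 9 libraries.

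Of the 4 other libraries, 2 had a larger share of reads on pyramidal cell genes than any study cell, N49 with 1.49% and N50 with 0.130% against at most 0.0838%. All of these reads were on Camk2a, with 8876 in N49 and 684 in N50. Few genes had at least 10 reads in N49, N50 and N52, with 226, 708 and 78. Rn18s-rs5 took 14.6%, 24.4% and 53.9% of their reads. The number is too small to tell whether RNA of pyramidal cells is the source, and 2 of the 6 genes, Camk2a and Nrgn, had a read in most study cells and 2 are in another list. Another candidate explanation is that these columns stand in place of cells of the study. In CA3 it fits, since 7 CA3 cells of the heat maps match no column. In AC it is argued against, since 0 AC cells of the heat maps lack a column. The design names no condition that sets these libraries apart from the others of their region, and no biological explanation was tested.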

How the results depend on the processing

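All alternatives but the set of cells left by the filter of the paper were chosen before the data were examined. That set was chosen after seeing the data. No paired analysis was possible because the labels give no mouse and no number that would pair cells of AC with cells of CA3.

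The difference in genes detected per cell, AC minus CA3, was -1103. It stayed negative in every alternative, from -1327 over all labelled cells to -696.5 for the median, and from -1284 to -911.8 with each cell left out in turn. Its other values were -1222 over the cells left by the filter, -1038 with at least 10 reads and -1049 after thinning. All of these moved by less than the SD over cells, which for cells left out in turn was certain beforehand.

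Of the 178 named genes reported here, 123 had a difference in mean level of at least 1 on the log2 scale, and 116 of these kept their sign in all settings in which a value could be had, leaving out single cells included. The other 7 turned their sign in at least 1 setting. With the log2 ratio of summed CPM, Grin3a was 0.17 and Cacng2 0.033. This summary gives most weight to the cells with the most reads, and in AC 99.7% of the Grin3a reads were in N3X. For Cacng2 the cause was not tested. Over all labelled cells Nr2f1 was -0.060, Fos -0.016, Gja1 -0.61 and Aldoc -1.40, and the median of the astrocyte list was -0.90. Over the cells left by the filter Grik5 was 0.22 and Aldoc -0.30. These sets hold libraries without a read on GABAergic genes. For Aldoc, 3 of them in CA3, N13, N17 and N22, had 3314, 2120 and 5762 reads. Their size factors over all labelled cells were 0.0624, 0.0201 and 0.0715, so these reads raise the CA3 mean. N10 of AC had 3668. Small size factors also give single reads much weight, as in N52 at 0.00489. Whether these libraries alone are the cause was not tested by leaving them out. For 22 of the 123 genes leaving out 1 cell raised or lowered the difference by more than 1.5 times, among them Lamp5, Grin1, Grik5, Gria1, Gria2, Cnih2, Htr7 and Htr5a. Without N28, Htr5a was -0.28, and Htr7 was -2.58 without N43 and -1.12 without N28.

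The Shisa9 difference was 6.29, and 11.53 as the log2 ratio of summed CPM and 11.26 as that of the mean CPM. By construction these ratios have no pseudocount, and the 3 reads of CA3 set them. Under the other alternatives it lay between 2.80 over all labelled cells and 8.59 with a pseudocount of 0.1.

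Moves were set against the larger SD over cells of the 2 regions. Leaving out 1 cell cannot move a mean by this much, so that setting was no test. With library size, TMM and DESeq2 factors, both other scran settings and thinning, all 178 differences stayed within this SD of the main value. Each pseudocount moved 5 of them by more than this, the summed CPM 43 and the mean CPM 40. Over all labelled cells 16 moved, and 17 turned their sign, 4 of them among the 123 with a difference of at least 1. Over the cells left by the filter 16 moved and 13 turned their sign, 2 of them among the 123. The 2 ratios gave no value for 13 genes whose reads were at or under the limit in both regions. Among the shares of cells with a read, 48 of 356 moved over all labelled cells, 30 with a limit of 10 reads, 24 over the cells left by the filter and 6 after thinning. The numbers of columns left by quality control stayed within 1.5 times of the main count in all settings. Of the 17 lists, all stayed within the spread with library size and thinning, and over all labelled cells the CGE, ribosomal protein and mitochondrial genome lists moved and the astrocyte list turned its sign. The medians of the AMPA, NMDA and GABAergic lists, all smaller than 1, also turned their sign over all labelled cells, to -0.10, -0.17 and -0.04, and that of the GABAergic list also did with library size, to -0.0079.

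Relative to the median of all genes, which was -0.84, -0.46 with a pseudocount of 10, -1.23 with one of 0.1 and -1.21 over all labelled cells, Gad1 kept a positive difference in every setting that was run on a whole set of cells. Of the 123 genes, Nkx2-1, Grik5, Cacng2, Gsg1l, Htr5a, Htr7, Maf, Aldoc, Slc32a1, Pvalb and Kdm5d turned their sign on this scale over all labelled cells. For genes without a read in most cells, such as Nkx2-1, this turn shows no higher level in AC, since the scale does not hold near 0. Depth alone leaves shares under 0.0881 CPM undetectable for genes at 0 in AC. Loss of transcripts in single cells limits these genes further and is not covered by this value. N41 of AC had 0 Gria2 reads, where the lowest share among the other AC cells would give 1402.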

Differences from the paper's values

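The number of AC cells that passed quality control is 10 in the paper, and 19 AC columns were left by its stated filter on the number of genes applied to the deposited counts. N4 and N4X, taken as 1 cell elsewhere, are 2 columns in this and all following numbers. Of the 19, N9 had a size factor below 0, which the paper also leaves out. All alternatives set before the data were examined still differ: 20 with the median and MAD taken within each region, 18 with both taken over the AC and CA3 NPY-positive cells, 17 with the raw MAD and 17 with at least 10 reads for detection. In CA3 the number was 20 in all of these settings, the same as in the paper. The heat maps hold the paper's 10 AC and 20 CA3 cells, and of the latter 7 match no deposited column, although each of them is drawn in Fig. 1G with a Gad1 level within the range of the CA3 cells that were found.

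The text of the paper places the enrichment of Gria1 in AC and that of Gria2 in CA3. In the deposited counts Gria1 was higher in CA3, with 588 against 190 CPM and a difference, AC minus CA3, of -2.03, and Gria2 was higher in AC, with 563 against 237 CPM and a difference of 1.82. Both signs held in every alternative. The heat map of Fig. 3A shows the 2 genes in the same direction as the counts. The paper does not state which replicates its tests of genes used, and no test was made here.

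The discussion of the paper states that 5HT2aR subunits were expressed in AC and not in CA3 cells. Htr2a reads were counted in 2 of 13 CA3 cells found in the heat maps, with 543 and 32 reads, against 7 of 10 AC cells, and the heat map of Fig. 3C also shows it in 2 CA3 cells.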

Other observations

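The tests of gene length and GC content in this part were set before their results were seen. The tests of depth and of the hippocampus against the neocortex were chosen after.

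The 22 immediate early genes had a median difference, AC minus CA3, of 1.87, above all of 10000 random lists matched on mean level (100th percentile), and 20 of the 22 were higher in AC. Over all labelled cells the median was 0.99, also at the 100th percentile. In the study cells 11 of these genes had a read in most cells, and Egr1 and Fos are in Fig. 2. Depth as the cause is argued against by the median of 1.45 after thinning, at the 100th percentile. Transcript length is argued against by random lists matched on it, whose median was -0.62, and GC content by matched lists with a median of -0.51, with the list at the 100th percentile in both. The hippocampus against the neocortex cannot be told apart: the mean level of the list ran from 2.33 to 6.59 in the AC cells and from 1.79 to 4.38 in the CA3 cells, and the 3 CA1 libraries, from 1.90 to 4.64, overlap with both. The plane of slices goes with the region. It, activity of the cells before or during slicing and the mice were not tested.

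The 36 complex I genes had a median difference of -2.81, below all random lists (0th percentile), and all 36 were lower in AC, also with library size, after thinning and over all labelled cells. All 36 had a read in most study cells, and Ndufa5 and Ndufa8 are in Fig. 2. Depth is argued against by the median of -2.68 after thinning. Their transcripts are short, with a median length of 1026 bases against 3378 for all genes, but lists matched on length had a median of -1.40 and lists matched on GC content one of -1.002, and the list lay below all of them. The hippocampus against the neocortex cannot be told apart: the highest CA1 library had a mean level of 6.48, below the lowest of the 13 CA3 cells at 6.71, but the CA3 column N36, found in no heat map, had 4.76. Differences between the cells of AC and CA3, and whatever else goes with the region, remain open.

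The 77 ribosomal protein genes with a value, of 80 listed, had a median difference of -1.54 (percentile 1.55), and 73 were lower in AC. Over all labelled cells the median was -3.16 (percentile 0), and all 77 were lower in AC. In the study cells 76 of the 80 had a read in most cells, and Rpl23, Rpl4 and Rps3 are in Fig. 2. After thinning the median was -1.53 (percentile 1.96), and lists matched on GC content had a median of -0.98 with the list at percentile 0.64, which argues against depth and GC content. Gene length is a candidate explanation, since lists matched on transcript length had a median of -1.47 and the ribosomal list lay at percentile 32.9 among them. Length was not tested over all labelled cells.

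The difference in genes detected per cell kept 95.2% of its size after thinning, which argues against depth as its cause. The 9 AC columns and 8 CA3 columns that matched no heat map are not part of it. The lowest number of genes that the paper gives for CA3, 3141, was found in no column labelled CA3, of which the closest were N13 with 3195 and N14 with 2885.

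The other lists had these medians and percentiles: CGE factors 2.74 (99.97), MGE factors -0.62 (45.8), GABAergic genes 0.17 (84.1), AMPA receptor genes 0.68 (96.0), NMDA receptor genes 0.10 (85.9), kainate receptor genes -0.36 (48.3), auxiliary subunits -0.62 (15.3) and serotonin receptors -0.08 (53.4). The marker lists had 1.07 (99.6) for astrocytes, -0.68 (12.4) for oligodendrocytes, 0.57 (91.0) for microglia and 0.72 (97.3) for pyramidal cells. Over all labelled cells the CGE median was 0.39 (96.8), with 2 of the 4 genes higher in AC against 4 of 4 in the main set. The marker lists then had -0.90 (35.4) for astrocytes, -1.71 (1.42) for oligodendrocytes, 0.94 (99.9) for microglia and 1.20 (100) for pyramidal cells. Receptor lists had -0.10 (96.25) for AMPA, -0.17 (86.85) for NMDA, -0.015 (83.4) for kainate and -0.04 (54.6) for serotonin. Auxiliary subunits had -0.22 (65.4), MGE factors -0.45 (72.2) and GABAergic genes -0.04 (91.1). The genes of the mitochondrial genome had -1.14 (40.9) in the main set and -2.56 (11.7) over all labelled cells. Those of the Y chromosome had -0.30 (48.3) and -0.21 (52.6).

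Cell N29 was singled out after its values were seen. It is a CA3 cell of the study with no Lhx6 read and with the only Htr3a reads (2075) and Ndnf reads (2125) of the CA3 cells, 479 Parm1 reads and 0 Lamp5 reads. It lies at 10.3 on the genes of Fig. 2A and at -9.16 on those of Fig. 2B without Lhx6, with CA3 at 0 and AC at 100. The column N36 of CA3 had 40427 Gad1, 4528 Lhx6 and 1118 Npy reads and matched no heat map cell. The NPY-negative column N16 of CA3 had 17.9% of its reads on oligodendrocyte genes and no Gad1 read. At least 10 reads on a gene of the Y chromosome were found in 4 of the 10 AC cells, 7 of the 13 CA3 cells and 3 of 3 CA1 libraries.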
